# RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant *Synechocystis* Sp.

**DOI:** 10.1371/journal.pone.0086368

**Published:** 2014-01-22

**Authors:** Nyok-Sean Lau, Choon Pin Foong, Yukio Kurihara, Kumar Sudesh, Minami Matsui

## Abstract

The photosynthetic cyanobacterium, *Synechocystis* sp. strain 6803, is a potential platform for the production of various chemicals and biofuels. In this study, direct photosynthetic production of a biopolymer, polyhydroxyalkanoate (PHA), in genetically engineered *Synechocystis* sp. achieved as high as 14 wt%. This is the highest production reported in *Synechocystis* sp. under photoautotrophic cultivation conditions without the addition of a carbon source. The addition of acetate increased PHA accumulation to 41 wt%, and this value is comparable to the highest production obtained with cyanobacteria. Transcriptome analysis by RNA-seq coupled with real-time PCR was performed to understand the global changes in transcript levels of cells subjected to conditions suitable for photoautotrophic PHA biosynthesis. There was lower expression of most PHA synthesis-related genes in recombinant *Synechocystis* sp. with higher PHA accumulation suggesting that the concentration of these enzymes is not the limiting factor to achieving high PHA accumulation. In order to cope with the higher PHA production, cells may utilize enhanced photosynthesis to drive the product formation. Results from this study suggest that the total flux of carbon is the possible driving force for the biosynthesis of PHA and the polymerizing enzyme, PHA synthase, is not the only critical factor affecting PHA-synthesis. Knowledge of the regulation or control points of the biopolymer production pathways will facilitate the further use of cyanobacteria for biotechnological applications.

## Introduction

Cyanobacteria are believed to be one of the oldest groups of photosynthetic organisms on Earth and played a significant role in the development of the oxygenic atmosphere we breathe today [1]. In modern day, cyanobacteria continue to play a pivotal role in global carbon recycling, the nitrogen cycle and most importantly, the maintenance of the composition of the atmosphere [2], [3]. Cyanobacteria are considered to be ideal producers of various fine chemicals and biofuels because they fix carbon dioxide into biomass using solar energy. Fluctuations of nutrient concentrations constantly occur in natural environments and microorganisms respond to nutrient starvation by accumulating various carbon and energy storage compounds [4]. The study of these storage polymers, particularly polyhydroxyalkanoate (PHA), has gained considerable interest in recent years in an attempt to address the waste disposal problems caused by petrochemical plastics [5].

At present, the major biological processes utilized for industrial production of PHA are fermentations of heterotrophic bacteria. Nevertheless, the economic viability of PHA as a commodity polymer is limited by high production costs due to costly carbon substrates and requirements during the fermentation processes. Substantial effort has been devoted to investigating PHA production processes that are more cost-effective [6]. An interesting and promising approach is the use of photosynthetic cyanobacteria as the host for PHA production. The cyanobacteria, as ‘microbial factories’, can fix carbon dioxide from the atmosphere into high molecular weight PHA directly via photosynthesis. Besides being photoautotrophic, cyanobacteria require minimal nutrients for growth, eliminating the cost of carbon sources and complex growth media [7]. Thus, the application of cyanobacteria offers the potential of a cost-competitive and sustainable approach for the production of this environmentally friendly polymer.

The presence of PHA in cyanobacteria was first described by Carr whom analyzed PHA in *Chloroglea fritschii* based on acid hydrolysis of poly(3-hydroxybutyrate), P(3HB), to crotonic acid followed by UV spectroscopic measurement of the hydrolysis product [8]. Since then, much research has demonstrated the presence of PHA in several other cyanobacteria including *Aphanothece* sp. [9], *Oscillatoria limosa* [10], some species of the genus *Spirulina* [11], [12] and the thermophilic strain *Synechococcus* sp. MA19 [13]. So far, cyanobacteria are characterized by their ability to produce PHA containing only 3-hydroxybutyrate (3HB) and/or 3-hydroxyvalerate (3HV) monomers [9], [10], [14]. Although there are many reports on the occurrence of PHA in cyanobacteria, most of these studies explored the physiology and fermentation aspects of PHA accumulation in cyanobacteria. The biochemical and molecular basis of PHA synthesis in cyanobacteria are not well understood.

The model cyanobacterium *Synechocystis* sp. strain PCC 6803 is considered as a promising candidate for various biotechnological productions because of the availability of its genome sequence information [15] and the ease of genetic manipulation of this strain due to its naturally transformable feature [16]. In this study, *Synechocystis* sp. was metabolically engineered by increasing the flux of intermediates to PHA biosynthesis and introducing a PHA synthase with higher activity. RNA-seq analysis was carried out to examine the differential expression involved in the global biological processes and metabolic pathways during the improved photoautotrophic production of PHA. This information will facilitate the potential use of cyanobacteria for the sustainable production of this ‘green’ polymer.

## Results

### Enhanced PHA Production in Recombinant Cyanobacteria

In the well-studied PHA biosynthetic pathway of *Cupriavidus necator*, P(3HB) synthesis occurs in a three-step reaction and starts with the condensation of acetyl-CoA to acetoacetyl-CoA by β-ketothiolase [17]. Under photosynthetic conditions, it was hypothesized that the acetyl-CoA pool in cyanobacteria is insufficient to drive the thermodynamically unfavorable condensation reaction forward [18]. Instead of relying solely on the native β-ketothiolase-mediated condensation to form acetoacetyl-CoA, an acetoacetyl-CoA synthase (*nphT7_S_*_s_) from *Streptomyces* sp. CL190 was incorporated in the P(3HB) pathway design. The *nphT7_S_*_s_ gene catalyzes the irreversible condensation of acetyl-CoA and malonyl-CoA to give acetoacetyl-CoA, driving the reaction toward the formation of PHA. The evolution of carbon dioxide from the condensation reaction effectively pushes the reaction toward the formation of acetoacetyl-CoA [19]. A highly active PHA synthase from *Chromobacterium* sp. USM2 (*phaC_C_*_s_) [20] was co-expressed with *nphT7_S_*_s_ to improve the photosynthetic production of P(3HB) in *Synechocystis* sp. In view of the stimulatory effects of nutrient limitation, carbon supplementation and air-exchange limitation on PHA accumulation [7], [21], biosynthesis experiments were designed under these cultivation conditions: N- or P-deficient (nitrogen- or phosphorus-deficient), air-exchange limitation, and/or in the presence of carbon sources (CO_2_, acetate and/or fructose).

For the design of PHA production pathway in *Synechocystis* sp., the vector plasmid pTKP2031V was used for the insertion of transgenes into the genome via homologous recombination between sites *slr2030* and *slr2031* [22]. *Synechocystis* sp. was transformed with a plasmid harboring *phaC_C_*_s_, *nphT7_S_*_s_ and *C*. *necator* acetoacetyl-CoA reductase (*phaB_Cn_*) genes under the control of the light-inducible *psbAII* promoter. The successful transformant strain C_Cs_NphT7B_Cn_ was analyzed for PHA production under a two-stage culture system consisting of sequential cell growth and PHA accumulation phases. The strain C_Cs_NphT7B_Cn_ achieved an encouraging direct photosynthetic production of PHA from CO_2_, with a maximum of 14 wt% P(3HB) content on day 7 of cultivation (Fig. 1A). In comparison, strain C_Cs_A_Cn_B_Cn_ expressing *phaC_C_*_s_, *C*. *necator* β-ketothiolase (*phaA_Cn_*) and *phaB_Cn_* recorded a reduction in P(3HB) content (7 wt%) under the same cultivation conditions. The strain pTKP2031V, with only a kanamycin resistance cassette integrated into the genome, showed the lowest P(3HB) production potential (5 wt%). Prolonged incubation until day 14, however, did not exert any significant impact on the P(3HB) accumulation potential of the cyanobacteria under photoautotrophic conditions. At higher cell densities, P(3HB) accumulation may be limited by competition for carbon dioxide and light.

**Figure 1:**
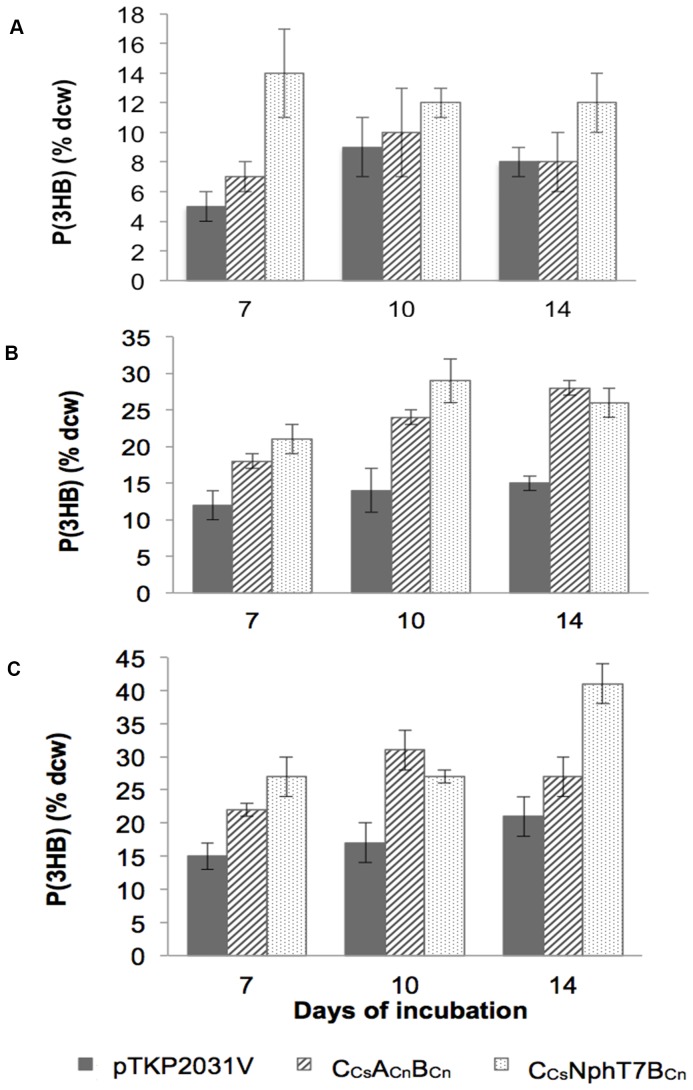
Comparison of P(3HB) accumulation in *Synechocystis* PCC 6803 strains pTKP2031V, C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_. Cells were cultivated on modified BG-11 media, (A) bubbled with 2-3% CO_2_ (B) supplemented with 0.4%(w/v) acetate, incubated with shaking and (C) supplemented with 0.4%(w/v) acetate under air-exchange limiting conditions and incubated with shaking. They were harvested after the specified incubation time (7, 10 or 14 days). Data shown are the means and standard deviation of triplicates.

In order to boost P(3HB) production, an exogenous carbon source [0.4%(w/v) acetate] was provided to the cyanobacterial cultures at the PHA accumulation phase. Strain C_Cs_NphT7B_Cn_ recorded the highest PHA content of 29 wt% on day 10 of incubation (Fig. 1B). The increase in the P(3HB) pool resulting from the addition of a carbon source affirms earlier findings on the effect of external carbon source supplementation on PHA production [7], [21]. In the case of air-exchange limitation effect, a significant increase in P(3HB) was observed (up to 41 wt%) for strain C_Cs_NphT7B_Cn_ (Fig. 1C). These observations imply that the P(3HB) accumulation potential of *Synechocystis* sp. is affected by the provision of carbon source and air-exchange. Interestingly, the increase in CO_2_ supply (5%) to photoautotrophic cultures of *Synechocystis* sp. was found to increase the PHA content up to 16 wt% in strain C_Cs_NphT7B_Cn_ (Table 1). The simultaneous addition of acetate and fructose to N- or P-deficient cultures of strain pTKP2031V showed a reduction in P(3HB) accumulation compared to photoautotrophic conditions (5% CO_2_). There were no significant changes in the P(3HB) content of strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_ under the same cultivation conditions. The order of PHA-producing potential of the recombinant *Synechocystis* sp. on day 7 of incubation and under the cultivation conditions tested in this study is C_Cs_NphT7B_Cn_> C_Cs_A_Cn_B_Cn_>pTKP2031V.

**Table 1:** P(3HB) accumulation in recombinant *Synechocystis* sp. PCC 6803 under various treatment conditions.

Treatment	P(3HB) (%) w/w of dry cells
pTKP2031V	
N-deficiency, CO_2_ (5%)	10±1
P-deficiency, Acetate, Fructose	3±1
N-deficiency, Acetate, Fructose	6±1
C_Cs_A_Cn_B_Cn_	
N-deficiency, CO_2_ (5%)	10±2
P-deficiency, Acetate, Fructose	8±1
N-deficiency, Acetate, Fructose	12±1
C_Cs_NphT7B_Cn_	
N-deficiency, CO_2_ (5%)	16±4
P-deficiency, Acetate, Fructose	18±3
N-deficiency, Acetate, Fructose	15±2

Comparison of P(3HB) accumulation in *Synechocystis* sp. PCC 6803 strains pTKP2031V, C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_. Cells cultivated on modified BG-11 media under the indicated cultivation conditions were harvested after 7 days of incubation. Data shown are the means and standard deviation of triplicates.

### Expression Levels of PHA Synthesis-related Genes

The expression levels of native PHA biosynthetic genes in *Synechocystis* sp. consisting of *phaC_Ss_*, *phaA_Ss_* and *phaB_Ss_* were monitored by real-time PCR analysis (Fig. 2A and 2B). Surprisingly, comparative quantification of *phaA_Ss_* and *phaB_Ss_* expression levels in *Synechocystis* sp. strain C_Cs_NphT7B_Cn_ relative to pTKP2031V show expression that was approximately 2-fold lower. However, there were no significant differences in the expression level of the native *phaC_Ss_* gene in the recombinant *Synechocystis* sp. (pTKP2013V, C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_) investigated. The expression levels of *phaC_C_*_s_ and *phaB_Cn_* that were introduced into the genome on the same operon showed at least 3-fold lower expression in strain C_Cs_NphT7B_Cn_ compared to C_Cs_A_Cn_B_Cn_. Despite higher levels of PHA accumulation in C_Cs_NphT7B_Cn_, the expression levels of most PHA synthesis-related genes in this strain were relatively lower compared to C_Cs_A_Cn_B_Cn_ and pTKP2013V.

**Figure 2:**
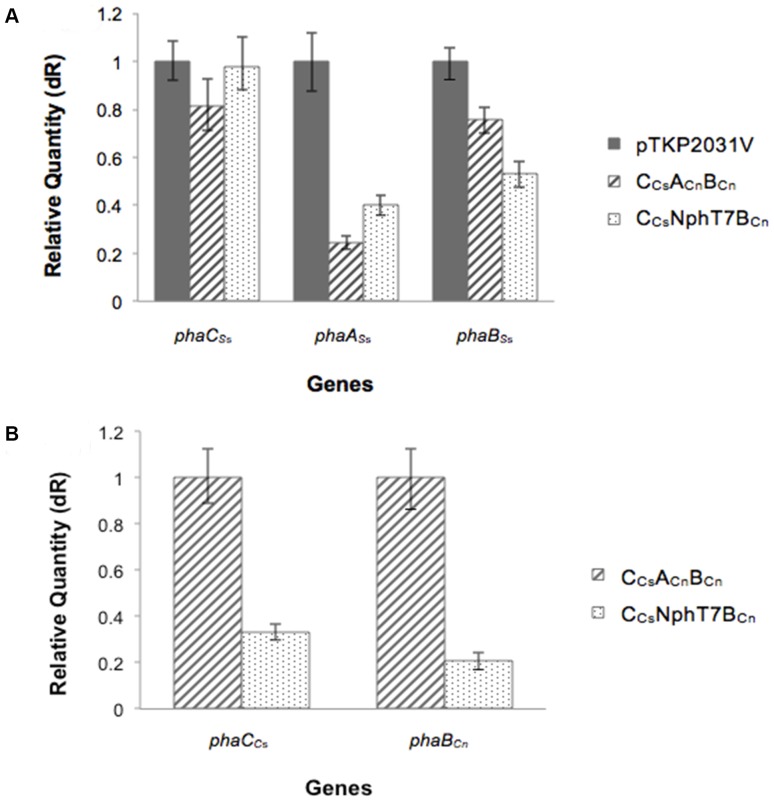
Comparative quantification of expression levels of PHA biosynthetic genes in (A) *Synechocystis* sp. PCC 6803 strains C_Cs_NphT7B_Cn_, C_Cs_A_Cn_B_Cn_ (target) relative to pTKP2031V (calibrator) and (B) C_Cs_NphT7B_Cn_ (target) relative to C_Cs_A_Cn_B_Cn_ (calibrator). Cells were cultivated in modified BG-11 media bubbled with 2-3% CO_2_.

### Analysis of *Synechocystis* sp. Transcriptional Response Under Photoautotrophic PHA Accumulation Conditions

To gain insight into PHA accumulation in cyanobacteria, transcriptomes of recombinant *Synechocystis* sp. with different PHA-producing potential were analyzed. 

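Transcript levels were compared among 3 strains. Strain pTKP2031V, which carries the selection cassette without PHA genes, is the reference. Strain CCsACnBCn carries the Chromobacterium sp. PHA synthase with the C. necator genes phaA and phaB, and in strain CCsNphT7BCn the acetoacetyl-CoA synthase gene nphT7 takes the place of phaA. Each strain was represented by 2 biological replicates, which gave 6 libraries. The authors depleted ribosomal RNA, prepared stranded libraries, mapped the reads to the chromosome with CLC Genomics Workbench and deposited a value in RPKM for each gene. The paper states that reads without a unique position were left out of its further analysis. Whether this was done before deposit is open. The 16S ribosomal RNA copies rrn16Sa and rrn16Sb had near-equal high values, 79560.5 and 79422.9 RPKM in CCsACnBCn replicate 1. Whether strand was used in counting is not given in the sources used here, so genes that overlap or lie antisense to each other may share reads. The values cover 3220 features in all 6 libraries, of which 3170 are protein-coding and 50 are non-coding, including 6 ribosomal RNA features. The RPKM values lie on whole multiples of the value of 1 read, and 99.8% of those of the 3134 features with a reliable length came within 0.1 reads of a whole number. From these steps the reads behind each value and the gene lengths were recovered. For the comparisons, RPKM values as deposited were transformed to log2(RPKM + 1) and fitted in limma with a mean-variance trend, with the 6 libraries sharing 1 estimate of the spread over 3 residual degrees of freedom. A fold change on this scale understates the change of genes with low values. The 3208 features with a mean RPKM of at least 1 were tested, with Benjamini-Hochberg adjustment and a limit of 0.05. The same fit was repeated after quantile normalization of the 6 libraries, which gives every library the same distribution of values. With 2 libraries against 2, the smallest p an exact two-sided permutation test can give is 0.333, so single genes were tested in limma only.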

RNA-seq libraries were prepared from cells cultivated for 7 days in N-deficient BG-11 under photoautotrophic conditions. Sequencing was performed using the Illumina platform yielding a total of 93-million reads for 6 samples, with an average of 15.5-million reads per sample. 

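The reads behind the deposited values, recovered from the steps of the RPKM values, came to 2144885 and 2134230 in the replicates of pTKP2031V, 11290071 and 8100579 in CCsACnBCn, and 7108260 and 1781896 in CCsNphT7BCn. Their sum is 32559922, a mean of 5426654 per library. Reads on protein-coding genes varied less, from 1021170 in CCsACnBCn replicate 2 to 1783039 in CCsNphT7BCn replicate 1, with a median of 1521443. The median protein-coding gene had between 102 reads (CCsACnBCn replicate 2) and 272 reads (pTKP2031V replicate 2). Between 36 and 84 protein-coding genes per library had under 10 reads.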

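The replicates were compared on log2(RPKM + 1) over the 3208 features tested. Pearson's r between replicates was 0.976 for pTKP2031V, 0.986 for CCsACnBCn and 0.955 for CCsNphT7BCn. These are correlations across genes, which are not independent replicates. On the linear RPKM scale, r for CCsNphT7BCn fell to 0.629, the largest move among the alternatives, and over protein-coding genes alone on that scale it was 0.990. A high r leaves room for a difference in scale, which r does not see. The median absolute log2 difference between replicates was 0.12 in pTKP2031V, 0.16 in CCsACnBCn and 1.51 in CCsNphT7BCn, and scaling each library to the same median brought the last of these to 0.18. A chi-square comparison of the recovered reads gave values per degree of freedom of 2.25, 2.13 and 7.29 for the same strains. All lie above the sampling noise of the same library sequenced again if each read is an independent draw, which was not tested. Each library was counted as a separate replicate on the sample labels.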

Scatter plots between the two biological replicates for each recombinant *Synechocystis* sp. sample show correlation coefficients between 0.96-0.98, indicating the reproducibility of the sequencing data (Fig. S1). The expression levels for each gene were quantified as reads per kilobase of exon model per million mapped reads (RPKM).

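RPKM divides by all mapped reads, so its scale depends on how many of these fall on ribosomal RNA. Reads outside the listed non-ribosomal features made up 26.2% and 25.6% of the reads counted in pTKP2031V, 85.9% and 86.7% in CCsACnBCn, and 74.2% and 28.7% in CCsNphT7BCn. The median RPKM over the listed features was 147 and 146 in pTKP2031V, 15.7 and 14.6 in CCsACnBCn, and 37.1 and 110 in CCsNphT7BCn. The median log2 fold change over the features tested was therefore -3.12 in CCsACnBCn and -1.11 in CCsNphT7BCn relative to pTKP2031V, and 2.00 in CCsNphT7BCn relative to CCsACnBCn. After quantile normalization these medians were -0.12, -0.06 and 0.07. Changes of genes are given as deposited, relative to the median of all genes, or after quantile normalization.

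**Figure D1:**
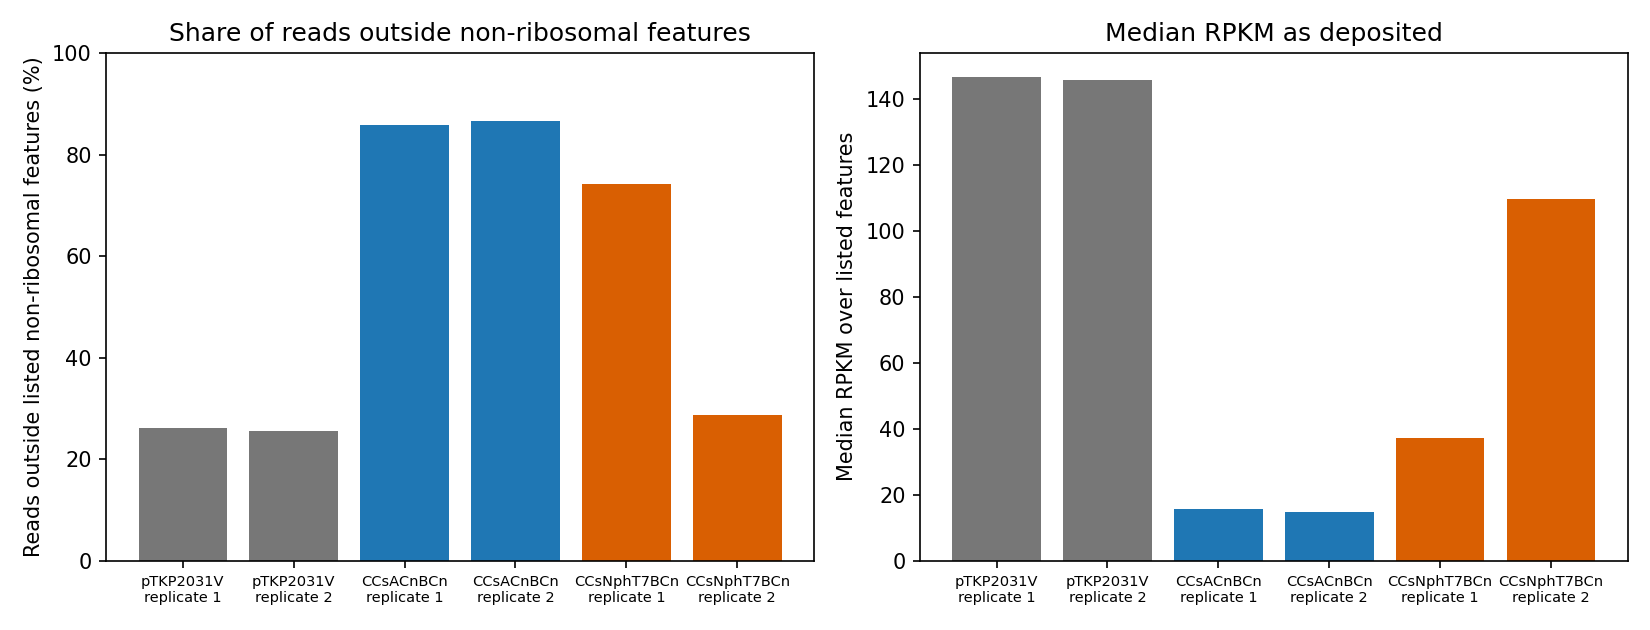
Percent of the reads counted that lie outside the listed non-ribosomal features (bars, left) and median RPKM over the listed features (bars, right) in each of the 6 libraries. The libraries with 74.2% or more of such reads have a median RPKM of 37.1 or less.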

The RNA-seq data provide detailed information on the genes that are regulated in response to photoautotrophic PHA accumulation conditions in recombinant *Synechocystis* sp. strains pTKP2013V, C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_. 

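The transcript levels of all protein-coding genes were ranked by their mean RPKM in each strain, whereas Table S1 is limited to genes with an annotated function, so the ranks are not alike. Of the 50 genes of Table S1, 28 were matched to the files by identifier or by the symbol the paper's tables give. Among these, 10 ranked within the top 50 protein-coding genes in pTKP2031V, 15 in CCsACnBCn and 12 in CCsNphT7BCn. Within the top 100 the numbers were 12, 22 and 23. The median rank of the 28 genes was 209 in pTKP2031V, 47.5 in CCsACnBCn and 64.5 in CCsNphT7BCn. Ribosomal protein genes held 1, 3 and 4 of the top 50 places in the same order of strains, and phycobilisome genes held 1, 3 and 1. The 10 most abundant protein-coding genes took 15.4% of the summed RPKM of protein-coding genes in pTKP2031V, 34.9% in CCsACnBCn and 24.5% in CCsNphT7BCn. Of the recovered reads on protein-coding genes, the 10 genes with the most reads in each library held 11.3% and 11.2% in the replicates of pTKP2031V, 25.0% and 25.6% in CCsACnBCn, and 18.7% and 16.1% in CCsNphT7BCn. With quantile normalization the shares of summed RPKM were 34.3% in pTKP2031V and 15.3% in CCsACnBCn, in reversed order. In CCsNphT7BCn the share was then 26.2% of the mean, with 15.5% in replicate 1 and 34.3% in replicate 2.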

In general, the highly expressed genes in *Synechocystis* sp. were mainly involved in photosynthesis, the electron transport chain, protein metabolic processes and nucleic acid metabolism (Table S1). In particular, the transcript levels of genes involved in photosystem I (*psaB*, *psaA*, *psaF* and *psaL*) and photosystem II (*psbA3*, *psbA2*, *psbX*, *psbY*, *psbU*, *psbK* and *psbD2*) activities were among the most abundant. 

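The photosystem I gene psaB (2196 bp) had an RPKM of 389 ± 3.17 (SD, n = 2) in pTKP2031V and 694 ± 28.9 (SD, n = 2) in CCsACnBCn, and ranked 415 and 30 among protein-coding genes. In CCsNphT7BCn it ranked 85, with 984 ± 568 (SD, n = 2). The ranks of psaA were 591 in pTKP2031V, 31 in CCsACnBCn and 102 in CCsNphT7BCn. For psaF they were 536, 44 and 109, and for psaL 785, 91 and 115. Among the photosystem II genes, psbA3 ranked 3 in pTKP2031V with 14184 ± 754 RPKM (SD, n = 2), 10 in CCsACnBCn and 11 in CCsNphT7BCn. The gene psbA2 ranked 17, 5 and 12. Both have 1083 bp and encode the same photosystem II protein, so the split of reads between psbA2 and psbA3 is uncertain. The same holds for psbD2, whose protein is also encoded by psbD of the same length, and which ranked 40, 29 and 100. For psbX the ranks were 566, 27 and 36, for psbY 495, 61 and 66, for psbU 337, 68 and 67, and for psbK 1154, 88 and 84. Of the genes named, only psbA3, psbA2 and psbD2 were within the top 50 in pTKP2031V. No photosystem I gene was within the top 50 in pTKP2031V or CCsNphT7BCn, against 3 in CCsACnBCn, and the count was the same after quantile normalization.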

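In limma with Benjamini-Hochberg adjustment, the RPKM as deposited gave 28 up-regulated and 2740 down-regulated features in CCsACnBCn relative to pTKP2031V. In CCsNphT7BCn there were 53 up-regulated and 703 down-regulated features. After quantile normalization the numbers were 1068 up and 1281 down in CCsACnBCn, and 1060 up and 1143 down in CCsNphT7BCn. The up-regulated share of the calls thus moved from 1.01% to 45.5% in CCsACnBCn and from 7.01% to 48.1% in CCsNphT7BCn. The numbers for CCsNphT7BCn depended on its 2 libraries, with 740 up and 1388 down without replicate 1 and 148 up and 2769 down without replicate 2. Without any of the other libraries they dropped to between 2 and 7 up and between 11 and 22 down. The 28 rises in CCsACnBCn became 6 to 9 without a library of pTKP2031V or CCsACnBCn, and 90 without either library of CCsNphT7BCn. The log2 fold changes of both strains had a correlation of 0.897 across genes, which are not independent replicates, and 86.2% of features had the same sign, or 88.4% when signs were taken about the median of each comparison. Unchanged strains simulated 1000 times against the same pTKP2031V libraries, without a shift of scale, gave a correlation of 0.534 and a same-sign share of 69.4% at the highest. In the copy of Table 2 used here, 49 of the 50 genes are present and 35 of these were matched, so no overlap or enrichment test was run on it. Of the 35, all were up-regulated in CCsNphT7BCn as deposited, 8 of them past the limit over all features and 8 adjusted over the list alone, while 7 rose and 28 fell in CCsACnBCn. Of these 2 were called up-regulated and 21 down-regulated, or 2 and 20 adjusted over the list alone. Relative to the median of all genes all 35 rose in both strains, and after quantile normalization all 35 were called up-regulated in both, also adjusted over the list alone. The study chose these genes on the same libraries, so the list is not independent evidence.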

A comparison between gene expression in the recombinant strains that were more efficient in PHA production (C_Cs_A_Cn_B_Cn_ andC_Cs_NphT7B_Cn_) relative to the reference strain (pTKP2013V) was made (Table 2). 

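Functional sets were tested with limma's camera, at an inter-gene correlation of 0.01, on 11 sets in 3 comparisons, with Benjamini-Hochberg adjustment over the 33 tests. Sets for transport and cell communication were not analysed here. As deposited, the median of the 12 photosystem I genes lay above the median of all genes by 3.12 on the log2 scale in CCsACnBCn (adjusted p = 8.2e-11 by camera with Benjamini-Hochberg adjustment) and by 2.33 in CCsNphT7BCn (adjusted p = 8.3e-09). All 12 lay above that median in both strains, although in CCsACnBCn only 6 of the 12 rose as deposited. The 15 phycobilisome genes lay above it by 2.07 in CCsACnBCn and 1.03 in CCsNphT7BCn, with adjusted p by camera of 6.3e-06 and 0.0029. For the 22 NADH dehydrogenase genes the differences were 0.08 and 0.35 (adjusted p = 0.68 and 0.61 by camera). Other set tests changed these calls. With an estimated correlation camera called no set of the 33, as deposited or after quantile normalization. The test fry of limma, which tests a set against no change and not against the other genes, called none as deposited. After quantile normalization fry called most of the 11 sets, 7 above and 3 below in CCsACnBCn and 8 above and 2 below in CCsNphT7BCn. These include photosystem I, photosystem II and phycobilisome in both strains. NADH dehydrogenase was called in CCsNphT7BCn (adjusted p = 0.0027 by fry) but not in CCsACnBCn (adjusted p = 0.15). By Fisher's exact test with Benjamini-Hochberg adjustment, the 28 features up-regulated in CCsACnBCn held 2 photosystem I genes (adjusted p = 0.032), and the 53 in CCsNphT7BCn held 4 photosystem II genes (adjusted p = 0.0054). The calls after quantile normalization held all 12 photosystem I genes in both strains (adjusted p = 5.9e-05 in each by Fisher's exact test with the same adjustment).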

The up-regulated genes in strains C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ significantly enriched photosynthesis, transport and cell communication. In contrast, the down-regulated genes were found to be involved mostly in the metabolism of cofactors and vitamins, protein metabolic processes and DNA-binding. 

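The largest falls were picked among features with a mean RPKM of at least 10, an adjusted p under the limit and no overlap between the replicates of the strains. In CCsACnBCn relative to pTKP2031V these were ssl3446 with a log2 fold change of -7.50, ssr2595 with -7.44 and sll1236 with -6.74 as deposited. The gene ssl3446 went from 585 ± 36.5 to 2.41 ± 1.46 RPKM (SD, n = 2 each), with 7 and 2 reads in the replicates of CCsACnBCn. In CCsNphT7BCn they were slr2031 with -4.67, ssr2595 with -4.37 and ssl0296 with -4.34. After quantile normalization ssl3446 (-5.01) and ssr2595 (-4.61) still led in CCsACnBCn together with the transfer RNA ST6803t39, which is listed at 0 in both of its replicates. In CCsNphT7BCn the same genes led, with -3.81 for slr2031, -3.60 for ssr2595 and -3.48 for ssl0296. The gene slr2031 lies at the integration site of the introduced genes. By the same rule, the largest rises as deposited in CCsACnBCn were rrn16Sb (4.98), rrn16Sa (4.98) and rrn23Sb (3.82), all ribosomal RNA. In CCsNphT7BCn they were ESI3 (4.05), the transfer RNA ST6803t10 (3.90) and slr1068 (3.45). After quantile normalization rrn23Sb (6.12), rrn23Sa (5.99) and slr1068 (5.29) led in CCsACnBCn. In CCsNphT7BCn ESI3 (4.76), ST6803t10 (4.63) and slr1071 (4.25) then led. A set of DNA-binding genes was not analysed here.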

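The gene psaM (96 bp) had 9 and 7 reads in the replicates of pTKP2031V, 246 and 90 in CCsACnBCn and 120 and 72 in CCsNphT7BCn, so its reference level rests on few reads. Its RPKM was 38.9 ± 6.75 in pTKP2031V, 171 ± 78.7 in CCsACnBCn and 298 ± 173 in CCsNphT7BCn (SD, n = 2 each). The log2 fold change of psaM relative to pTKP2031V was 2.04 in CCsACnBCn (standard error 0.73, adjusted p = 0.0069 from limma with Benjamini-Hochberg adjustment) and 2.78 in CCsNphT7BCn (standard error 0.73, adjusted p = 0.0040). Relative to the median of all genes these are 5.16 and 3.89. After quantile normalization they were 4.40 and 3.64, and with each library left out in turn they stayed between 4.05 and 4.75 and between 3.48 and 3.81. Genes under 300 bp lay above longer genes by a median of 0.83 on the log2 scale in CCsACnBCn and 0.77 in CCsNphT7BCn, and after a correction for length in the quantile-normalized fit psaM had 4.28 and 3.26.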

The photosystem I reaction center subunit XII gene (*psaM*) that is detected only in cyanobacteria was strongly up-regulated in both C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_. 

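The gene psaJ (123 bp) had 27 and 18 reads in pTKP2031V, 409 and 247 in CCsACnBCn and 295 and 177 in CCsNphT7BCn. In RPKM it had 85.5 ± 23.9, 271 ± 33.0 and 572 ± 332 (SD, n = 2 each). Its log2 fold change as deposited was 1.68 in CCsACnBCn (adjusted p = 0.025 from limma with Benjamini-Hochberg adjustment) and 2.63 in CCsNphT7BCn (adjusted p = 0.0062), which lies 4.80 and 3.73 above the median of all genes. Quantile normalization gave 4.09 (standard error 0.18) and 3.47 (standard error 0.18). With the correction for length the latter values became 3.83 and 3.02.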

Another photosystem I reaction center subunit gene, *psaJ* was found to be up-regulated more than 10-fold. Both of these subunits are required to form a functional photosystem I [23]. In addition to genes encoding the photosystem I subunits, photosystem II-associated genes were among the significantly up-regulated genes. 

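The median of the 25 photosystem II genes lay above that of all genes by 2.12 on the log2 scale in CCsACnBCn and by 1.12 in CCsNphT7BCn as deposited (adjusted p = 1.1e-08 and 5.7e-06 by camera with Benjamini-Hochberg adjustment). As deposited 6 of the 25 rose in CCsACnBCn and 13 in CCsNphT7BCn, and after quantile normalization 21 and 19. The set's shift was then 1.76 (adjusted p = 0.00028 by camera) and 1.00 (adjusted p = 0.0054). For psbY the quantile-normalized log2 fold change was 2.31 in CCsACnBCn and 2.34 in CCsNphT7BCn, and for psbU it was 1.75 and 1.82, although both fell slightly in CCsACnBCn as deposited, by a log2 value of -0.03 for psbY and -0.55 for psbU. The gene psbA3 did not follow the set. It was lower by a log2 value of -3.50 in CCsACnBCn and -3.28 in CCsNphT7BCn after quantile normalization, but at 0.17 and -0.32 after scaling to the median, whereas psbA2 was at 0.96 and 0.43 after quantile normalization and at 3.12 and 1.21 after scaling to the median. The read split between psbA2 and psbA3 remains uncertain. For psbD2 the quantile-normalized values were 0.39 in CCsACnBCn, past the limit in 3 of 6 fits with a library left out, and -0.98 in CCsNphT7BCn.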

PsbX and PsbK, that have been found essential for the stability of photosystem II [24], were induced more than 5-fold in both C_Cs_A_Cn_B_Cn_ andC_Cs_NphT7B_Cn_. 

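The gene psbX (120 bp) had 80 and 84 reads in pTKP2031V and an RPKM of 319 ± 12.1, against 729 ± 88.7 in CCsACnBCn and 1995 ± 1644 in CCsNphT7BCn (SD, n = 2 each). Its log2 fold change as deposited was 1.18 in CCsACnBCn (adjusted p = 0.12 from limma with Benjamini-Hochberg adjustment) and 2.34 in CCsNphT7BCn (adjusted p = 0.016). For psbK (138 bp), with 59 and 56 reads in pTKP2031V, the values were 0.39 in CCsACnBCn (adjusted p = 0.61) and 2.21 in CCsNphT7BCn (adjusted p = 0.020), from the same limma fit. That fit takes its spread from all 6 libraries, and the replicates of CCsNphT7BCn differed by a median of 1.51. The median standard error in CCsACnBCn relative to pTKP2031V was 0.757, against 0.137 with only these strains in the fit. A p-value above the limit in CCsACnBCn thus does not show that a gene was unchanged. The rise over the median of all genes was 4.30 and 3.45 for psbX, and 3.51 and 3.32 for psbK. After quantile normalization psbX had 3.33 and 2.95 and psbK had 2.77 and 2.90, all past the limit in limma in each of the 6 fits with a library left out.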

Up-regulation of cytochrome B6-f complex subunits, PetG and PetL that are important for either stability or assembly of the complex, was also observed [25]. 

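The gene petG (117 bp) had an RPKM of 302 ± 24.4 in pTKP2031V, 421 ± 51.1 in CCsACnBCn and 1715 ± 1428 in CCsNphT7BCn (SD, n = 2 each). As deposited its log2 fold change was 0.48 in CCsACnBCn (adjusted p = 0.54 from limma with Benjamini-Hochberg adjustment) and 2.20 in CCsNphT7BCn (adjusted p = 0.021). After quantile normalization it was 2.74 and 2.80. The gene petL (99 bp) had only 3 and 10 reads in pTKP2031V, 14 and 11 in CCsACnBCn and 19 and 20 in CCsNphT7BCn. Its change as deposited was -0.94 (adjusted p = 0.24) and 1.07 (adjusted p = 0.29), neither past the limit in limma, and after quantile normalization it was 2.07 (standard error 0.41) and 2.06 (standard error 0.41). As for psbX, the p-values of petG and petL as deposited in CCsACnBCn rest on the spread of all 6 libraries. The 9 cytochrome b6/f genes had a median 1.74 above that of all genes in CCsACnBCn and 1.24 above it in CCsNphT7BCn as deposited (adjusted p = 0.0041 and 0.014 by camera). It was 1.06 above that of all genes in CCsACnBCn after quantile normalization (adjusted p = 0.0040 by camera with Benjamini-Hochberg adjustment, 9 of 9 higher) and 0.87 in CCsNphT7BCn (adjusted p = 0.047, 8 of 9 higher). The latter call held in 2 of the 6 fits with a library left out.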

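Of the genes for magnesium-protoporphyrin IX monomethyl ester cyclase (sll1874) and protoheme IX farnesyltransferase (sll1899), the latter is listed by its symbol ctaB and the former was not analysed here. The gene ctaB (951 bp) had 314 and 288 reads in pTKP2031V and 254 and 196 in CCsACnBCn. Its RPKM was 148 ± 8.51 in pTKP2031V, 24.6 ± 1.26 in CCsACnBCn and 201 ± 133 in CCsNphT7BCn (SD, n = 2 each). As deposited it fell in CCsACnBCn, with a log2 fold change of -2.54 (adjusted p = 0.00089 from limma with Benjamini-Hochberg adjustment), and was at 0.26 in CCsNphT7BCn (adjusted p = 0.81), where it was at -0.47 without replicate 2. It lay 0.58 and 1.37 above the median of all genes. After quantile normalization it rose in both strains, by 0.52 (adjusted p = 0.0035 from limma with the same adjustment) and 1.30 (adjusted p = 3.9e-05).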

Two genes involved in porphyrin and chlorophyll metabolism, magnesium-protoporphyrin IX monomethyl ester cyclase (*sll1874*) and protoheme IX farnesyltransferase (*sll1899*) were up-regulated in both strains. Collectively, genes encoding proteins involved in several aspects of photosynthetic activity, e.g. photosystem I and II, cytochrome and chlorophyll metabolism were up-regulated in recombinant *Synechocystis* sp. that were actively synthesizing PHA.

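The 12 photosystem I genes are psaA to psaM as the files list them, with psaK listed 2 times. After quantile normalization their median lay above that of all genes by 2.53 on the log2 scale in CCsACnBCn (adjusted p = 1.6e-05 by camera with Benjamini-Hochberg adjustment) and by 1.90 in CCsNphT7BCn (adjusted p = 3.3e-05), with 12 of 12 genes higher in each. The phycobilisome set followed with 1.45 (adjusted p = 0.00074 by camera, 12 of 15 higher) and 1.00 (adjusted p = 0.017, 11 of 15 higher). Of the 20 genes compared that the text names against pTKP2031V, the paper gives 8 as up-regulated and 12 as reduced. All 8 rose in both strains after quantile normalization, each past the limit in limma over all features and adjusted over the list alone. All 12 then fell in both. As deposited the rises past the limit were 2 in CCsACnBCn and 5 in CCsNphT7BCn, by either adjustment. The falls past it were 14 and 12, with ctaB and rbcL among the former. The list comes from the same libraries and is not independent evidence. Taking the photosystem I, photosystem II, cytochrome and chlorophyll genes together, the paper states that genes for several aspects of photosynthetic activity were up-regulated in the strains that synthesized PHA.

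**Figure D2:**
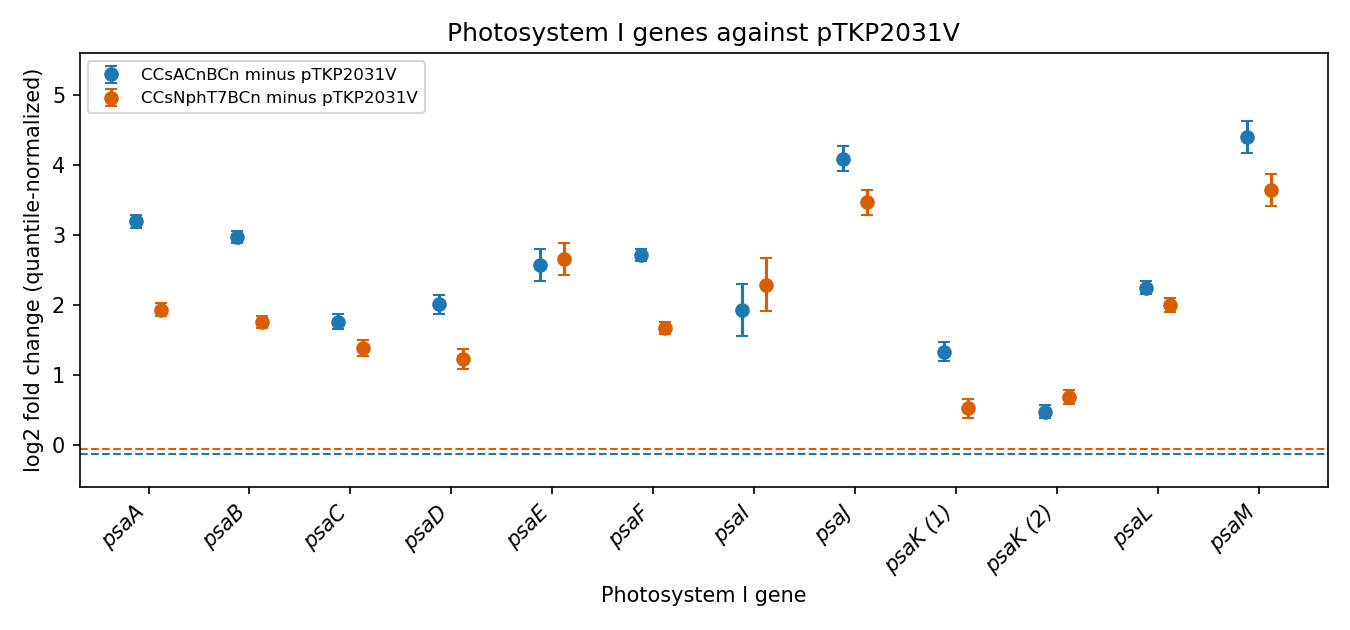
Quantile-normalized log2 fold change of each photosystem I gene relative to pTKP2031V in CCsACnBCn and CCsNphT7BCn (points, with bars of 1 standard error from limma, n = 2 libraries per strain). Dashed lines mark the median of all genes, -0.12 and -0.06, and all 12 genes lie above both.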

**Table 2:** Genes up-regulated in recombinant *Synechocystis* sp. strains C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ (compared with pTKP2031V)^a^.

Gene ID	Description	Fold change		Expression level^b^			Functional category
		(C_Cs_A_Cn_B_Cn_ vs pTKP2031V)	(C_Cs_NphT7B_Cn_ vs pTKP2031V)	pTKP2031V	C_Cs_A_Cn_B_Cn_	C_Cs_NphT7B_Cn_	
ssr1169	salt-stress induced hydrophobic peptide	31.93	29.34	22.77	726.97	668.02	cation transport
slr1064	mannosyltransferase	29.17	20.04	7.85	228.9	157.24	polysaccharide metabolic process
smr0005	photosystem I reaction center subunit XII, PsaM	22.83	12.96	22.21	507.15	287.87	photosynthesis
sml0008	photosystem I reaction center subunit IX, PsaJ	17.51	11.21	45.43	795.62	509.14	photosynthesis
sll1161	adenylate cyclase	11.6	10.21	16.04	186.09	163.82	nucleotide metabolic process
slr2114	spore coat polysaccharide biosynthesis protein, SpsC	10.27	9.45	7.83	80.37	73.95	metabolic process
sml0002	photosystem II protein, PsbX	10.71	7.9	186.1	1,992.29	1,469.60	photosynthesis
sml0005	photosystem II reaction center protein K, PsbK	6.98	7.61	106.49	743.15	810.34	photosynthesis
smr0010	cytochrome B6-f complex subunit, PetG	6.96	7.1	175.41	1,220.93	1,245.29	photosynthesis
sll0247	iron-stress chlorophyll-binding protein	4.49	7	61.36	275.41	429.3	photosynthesis
slr0756	circadian rhythm protein	3.21	4.93	56.8	182.13	280.03	circadian rhythm
sll0986	Transposase	3.57	4.68	84.36	301.33	395.05	DNA-binding
slr1318	iron(III) dicitrate ABC transporter permease	3.5	4.18	19.17	67.18	80.06	transport
sll1270	glutamine ABC transporter	2.52	4.15	91.4	230.36	379.34	amino acid transport
sll1405	biopolymer transport protein	2.25	4.02	15.07	33.95	60.53	protein transport
slr1693	PatA subfamily protein	3.2	4.02	55.32	177.23	222.58	intracellular signal transduction
sll1994a	cytochrome B6f complex subunit, PetL	3.92	3.97	17.59	68.91	69.77	energy metabolism
sll0778	ABC transporter	3.39	3.8	14.72	49.95	55.89	lipid transport
slr1760	regulatory components of sensory transduction system	3.33	3.67	23.44	78.05	86.01	signal transduction
sll1874	magnesium-protoporphyrin IX monomethyl ester cyclase	3.19	3.64	21.02	67.16	76.58	porphyrin and chlorophyll metabolism
slr0312	NarL subfamily protein	2.54	3.61	50.47	128.41	182.41	intracellular signal transduction
sll0789	OmpR subfamily protein	1.84	3.58	92.86	170.51	332.85	intracellular signal transduction
slr1755	NAD(P)H-dependent glycerol-3-phosphate dehydrogenase	3.02	3.32	28.65	86.61	95.08	glycerophospholipid metabolism
sll1821	50S ribosomal protein L13	2.71	3.32	86.75	235.5	288.09	translation
slr0611	solanesyl diphosphate synthase	2.52	3.21	36.57	92.07	117.33	metabolic process
sll0792	transcriptional repressor, SmtB	1.92	3.09	77.57	149.25	239.65	DNA-binding
sll0779	PleD protein	2.07	2.99	36.05	74.56	107.94	signal transduction
sll1740	50S ribosomal protein L19	1.6	2.96	356.8	572.54	1,054.92	translation
slr0984	CDP-glucose-4,6-dehydratase	2.7	2.88	20.43	55.12	58.88	amino sugar and nucleotide sugar metabolism
sll0790	sensory transduction histidine kinase	1.48	2.85	98.45	145.37	280.87	signal transduction
slr2079	glutaminase	2.31	2.79	65.16	150.48	182.1	cellular amino acid metabolic process
slr2123	D-isomer specific 2-hydroxyacid dehydrogenase	2.72	2.78	21.83	59.38	60.62	carbohydrate metabolic process
sll0643	urease accessory protein G	1.57	2.73	44.07	68.98	120.44	GTP catabolic process
slr1498	hydrogenase isoenzyme formation protein, HypD	2.12	2.72	33.82	71.78	91.98	protein metabolic process
sll1041	ABC transporter	1.95	2.61	75.65	147.32	197.09	phosphate transport
slr1982	chemotaxis protein, CheY	1.59	2.6	298.23	474.89	774.35	intracellular signal transduction
slr2131	cation or drug efflux system protein	2.29	2.6	26.11	59.75	67.83	transport
slr1595	Na/H antiporter	2.45	2.59	13.76	33.65	35.64	cation transport
slr1912	anti-sigma F factor antagonist	1.87	2.59	75.93	141.71	196.56	regulation of transcription
ssl2296	pterin-4-alpha-carbinolamine dehydratase	1.81	2.51	56.88	103.21	142.56	tetrahydrobiopterin biosynthetic process
sll1428	P3 protein	2.18	2.49	17.28	37.61	43.1	cation transport
sll0080	N-acetyl-gamma-glutamyl-phosphate reductase	1.6	2.48	127.18	204	315.28	amino acid metabolic process
sll1899	protoheme IX farnesyltransferase	1.43	2.47	79.37	113.61	195.82	porphyrin and chlorophyll metabolism
sll1291	PatA subfamily protein	2.03	2.45	89.47	181.58	219.06	signal transduction
slr0889	ABC1-like protein	1.82	2.41	33.73	61.35	81.44	energy metabolism
sll1249	bifunctional pantoate ligase/cytidylate kinase	1.5	2.39	50.72	75.95	121.45	pyrimidine base metabolic process
slr1909	NarL subfamily protein	2.13	2.38	35.46	75.5	84.51	signal transduction
slr1805	sensory transduction histidine kinase	1.34	2.32	80.73	108.44	187.15	signal transduction
sll1229	hybrid sensory kinase	1.78	2.31	49.42	88.21	113.98	signal transduction

^a^ Only the top 50 highest increase in fold-change and genes encoding known proteins are shown.

^b^ The values shown represent the mean of two independent biological replicates.

On the other hand, transcript levels of genes encoding protein metabolism (transcription, translation, amino acid synthesis, etc.) decreased in the recombinant *Synechocystis* sp. strains C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ (Table S2). 

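Of the 50 genes of Table S2, 33 were matched to the files. As deposited all 33 fell in both strains, and 33 in CCsACnBCn and 32 in CCsNphT7BCn were called down-regulated in limma over all features and adjusted over the list alone. After quantile normalization 32 fell in CCsACnBCn (31 called over all features, 32 adjusted over the list alone) and 33 in CCsNphT7BCn (33 called by either adjustment). The study chose the list on these libraries. The median of the 53 ribosomal protein genes, fixed as a set beforehand, lay 0.76 above that of all genes on the log2 scale in CCsACnBCn and 0.52 above it in CCsNphT7BCn as deposited, where 2 and 13 of the 53 rose (adjusted p = 0.0029 and 0.0049 by camera with Benjamini-Hochberg adjustment). After quantile normalization 39 of the 53 were higher in CCsACnBCn and 37 in CCsNphT7BCn, and the set lay 0.53 and 0.36 above the median of all genes. Sets for transcription and amino acid synthesis were not analysed here.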

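The genes mutL, sll1680, exsB, aroQ and hypA were compared with pTKP2031V in both strains, and slr1106 was not analysed here. The hydrogenase gene hypA (342 bp) had an RPKM of 1616 ± 6.65 in pTKP2031V, 43.0 ± 10.3 in CCsACnBCn and 355.7 ± 239.5 in CCsNphT7BCn (SD, n = 2 each). Its log2 fold change as deposited was -5.22 in CCsACnBCn (adjusted p = 7.1e-11 from limma with Benjamini-Hochberg adjustment) and -2.36 in CCsNphT7BCn (adjusted p = 0.013). Set against the median of all genes these are -2.10 and -1.26. After quantile normalization hypA had -2.73 and -1.84. The mismatch repair gene mutL had -2.36 and -2.29 on that scale, sll1680 had -2.16 and -2.26, exsB had -1.42 and -1.96, and aroQ had -2.36 in CCsACnBCn and stayed between -2.02 and -1.99 in CCsNphT7BCn with each library left out in turn. All 5 were past the limit in limma in both strains, as deposited and after quantile normalization, and stayed so in each of the 6 quantile-normalized fits with a library left out. The reads behind them are uneven, from 1717 and 1660 for sll1680 in pTKP2031V to 42 and 33 for exsB in CCsACnBCn.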

The decrease in transcript levels of genes encoding these proteins [DNA mismatch protein (MutL), methionine sulfoxide reductase B (*sll1680*), prohibitin (*slr1106*), exoenzyme S synthesis protein B (ExsB), 3-dehydroquinate dehydratase (AroQ) and hydrogenase (HypA)] may be related to the reduced growth of *Synechocystis* sp. under N-deficient conditions. Cells response to nutrient-limiting conditions by accumulating PHA and at the same time slowing down metabolic activities. 

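The genes slr0495, cobS, pdxA, cobK, ribG, lipB and sll0409 all had lower transcript levels in both strains than in pTKP2031V. As deposited their log2 fold changes lay between -5.61 (slr0495) and -4.75 (cobK) in CCsACnBCn and between -3.59 (slr0495) and -2.84 (lipB) in CCsNphT7BCn. After quantile normalization slr0495 had -2.91 (standard error 0.24, adjusted p = 3.3e-05 from limma with Benjamini-Hochberg adjustment) and -2.71 (standard error 0.24, adjusted p = 5.4e-05). The other quantile-normalized values were -2.61 and -2.26 for cobS, -2.57 and -2.26 for pdxA, -1.63 and -2.18 for cobK, -2.24 and -1.99 for ribG, -2.35 and -2.02 for lipB, and -2.43 and -1.94 for sll0409, in CCsACnBCn and CCsNphT7BCn. Each was past the limit in limma in all 6 fits with a library left out. The level of cobS in CCsACnBCn rests on 5 and 13 reads and that of slr0495 on 20 and 17. With mutL, sll1680, exsB, aroQ and hypA these make up the 12 of the 20 genes named against pTKP2031V that the paper gives as reduced. All 12 fell in both strains after quantile normalization, past the limit over all features and adjusted over the list alone.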

Reductions in expression levels of genes related to the metabolism of cofactors and vitamins [lipopeptide antibiotics iturin a biosynthesis protein (*slr0495*), cobalamin synthase (CobS), 4-hydroxythreonine-4-phosphate dehydrogenase (PdxA), cobalt-precorrin-6x reductase (CobK), riboflavin biosynthesis protein (RibG), lipolytransferase (LipB) and o-succinylbenzoate synthase (*sll0409*)] were observed.

A comparison between gene expression in the recombinant *Synechocystis* sp. strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_ was made to gain substantial insights into the global responses of cyanobacteria to accommodate the extensive accumulation of PHA (Table 3). 

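As deposited, 2529 features were up-regulated and 4 down-regulated in CCsNphT7BCn relative to CCsACnBCn, in limma with Benjamini-Hochberg adjustment, so that 99.8% of the calls were rises. After quantile normalization there were 524 rises and 468 falls, a share of 52.8%. All 4 features that fell as deposited are copies of the 16S and 23S ribosomal RNA genes, led by rrn16Sb with a log2 fold change of -3.61, which was -0.22 without replicate 2 of CCsNphT7BCn. Leaving out either library of CCsACnBCn left no feature called up-regulated as deposited in limma, against 699 without replicate 1 and 462 without replicate 2 at an unadjusted p under 0.05, and 297 and 243 called after quantile normalization. The rises as deposited were 20 and 14 without replicate 1 or 2 of pTKP2031V and 3152 without replicate 1 of CCsNphT7BCn. The largest rises as deposited were those of ssl2162 (4.14), slr0967 (3.70) and sll1236 (3.69), and after quantile normalization these genes had 2.03, 2.15 and 1.57. Of the 50 genes of Table 3, 25 were matched, and all 25 were called up-regulated as deposited and after quantile normalization, over all features and adjusted over the list alone. The study chose that list on these libraries, which makes it no independent evidence.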

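The functional sets were also compared between CCsNphT7BCn and CCsACnBCn. Relative to the median of all genes, the 13 chaperone genes lay 0.25 higher on the log2 scale in CCsNphT7BCn as deposited (adjusted p = 0.026 by camera with Benjamini-Hochberg adjustment) and 0.29 higher after quantile normalization (adjusted p = 0.0026, 12 of 13 higher). The 22 NADH dehydrogenase genes lay 0.24 higher as deposited (adjusted p = 0.044 by camera, past the limit in 0 of 6 fits with a library left out) and 0.20 higher after quantile normalization (adjusted p = 0.026, 17 of 22 higher, past the limit in 5 of these 6 fits). The features called up-regulated after quantile normalization held 7 chaperone genes (adjusted p = 0.0098 by Fisher's exact test with Benjamini-Hochberg adjustment). No set for transport was analysed here.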

The analysis showed that strain C_Cs_NphT7B_Cn_ employed a combination of induced stress response, photosynthesis, energy metabolism and transport during the PHA accumulation phase. 

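The genes hemE, slr1205, bchB, ctaB, psbN and isiA were compared between CCsNphT7BCn and CCsACnBCn. The gene hemE had an RPKM of 29.6 ± 3.57 in CCsACnBCn and 255 ± 164 in CCsNphT7BCn (SD, n = 2 each), a log2 fold change of 2.90 as deposited (adjusted p = 0.0051 from limma with Benjamini-Hochberg adjustment), or 0.90 relative to the median of all genes. After quantile normalization it was 0.88 (standard error 0.09, adjusted p = 0.0011). The ferredoxin gene slr1205 had 0.82 (adjusted p = 0.0011), ctaB 0.78 (adjusted p = 0.0028) and psbN 0.72 (adjusted p = 0.0044) in the same quantile-normalized limma fit. For bchB, with 25 and 24 reads in CCsACnBCn, the value was 0.85 (adjusted p = 0.019 from limma), and for isiA it was 0.61 (adjusted p = 0.031). As deposited slr1205 was at 2.65, ctaB at 2.80, psbN at 2.68, bchB at 2.89 and isiA at 2.45, each past the limit in limma. The calls of bchB and isiA each held in 2 of the 6 quantile-normalized fits with a library left out, and those of the other 4 genes in all 6. After quantile normalization the mean RPKM of hemE was 241 in pTKP2031V, 132 in CCsACnBCn and 244 in CCsNphT7BCn. Its level in CCsNphT7BCn was thus near that of the reference. The means of slr1205, ctaB, psbN, bchB and isiA were higher in CCsNphT7BCn than in pTKP2031V.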

Notably, genes encoding proteins involved in several aspects of photosynthetic activity e.g. uroporphyrinogen decarboxylase (HemE), ferredoxin component (*slr1205*), protochlorophilide reductase subunit (BchB), protohome IX farnesyltransferase (CtaB), photosystem II reaction center protein N (PsbN) and iron-stress chlorophyll-binding protein (IsiA) were up-regulated in strain C_Cs_NphT7B_Cn_ compared to C_Cs_A_Cn_B_Cn._ The increased photosynthetic activity suggests that the carbon fixing capacity was enhanced to accommodate the increased diversion of carbon to polymer formation. Polyhydroxyalkanoate are bacterial storage compounds synthesized in response to conditions of physiological stress [26]. In the current study, stress-related genes in cyanobacteria include co-chaperonin (*groES*), Holliday junction resolvase (*ruvC*), molecular chaperon (*groEL*), superoxide dismutase (*sodB*) and heat shock protein 90 (*htpG*) were modestly up-regulated. 

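The gene groES had an RPKM of 147 ± 10.0 in CCsACnBCn and 1722 ± 1187 in CCsNphT7BCn (SD, n = 2 each). Its log2 fold change in CCsNphT7BCn relative to CCsACnBCn was 3.34 as deposited (adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment), 1.34 relative to the median of all genes and 1.58 after quantile normalization (standard error 0.10, adjusted p = 0.00031). The quantile-normalized value was 1.13 for ruvC, listed as sll0896 (standard error 0.18, adjusted p = 0.0043 from limma), 0.99 for groEL (standard error 0.10), 0.97 for sodB (standard error 0.18) and 0.59 for htpG (standard error 0.08). All 5 were past the limit in limma as deposited and after quantile normalization. With a library left out in turn the quantile-normalized call of sodB held in 5 of 6 fits, and those of the other 4 genes held in 6 of 6. The level of ruvC in CCsACnBCn rests on 36 and 20 reads. Relative to pTKP2031V, groES and sodB were lower in CCsACnBCn after quantile normalization, by log2 values of -1.45 and -1.47, and groES was near its reference level in CCsNphT7BCn at 0.13.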

As it was proposed that PHA accumulation confers survival and stress tolerance in a changing environment [27], stress conditions may trigger responses that favor PHA production. In addition, the transcript level for the global nitrogen regulator, NtcA was detected at an increased level. 

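The gene ntcA (678 bp) had 1394 and 872 reads in CCsACnBCn and 2542 and 2119 in CCsNphT7BCn. Its RPKM was 170 ± 16.5 in CCsACnBCn and 1141 ± 867 in CCsNphT7BCn (SD, n = 2 each). The log2 fold change of ntcA was 2.49 as deposited (adjusted p = 0.0071 from limma with Benjamini-Hochberg adjustment), which is 0.49 above the median of all genes. After quantile normalization it was 0.73 (standard error 0.12, adjusted p = 0.0055), between 0.56 and 0.91 with each library left out. All 12 genes that the text names in this comparison were called up-regulated as deposited and after quantile normalization, over all features and adjusted over the list alone, but they were named from the same libraries.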

NtcA is known to regulate the expression of a large number of genes involved in nitrogen metabolism [28] and induction of the gene encoding this protein can be related to the N-deficient cultivation conditions that were applied to increase PHA biosynthesis in *Synechocystis* sp. Conversely, down-regulation of the genes involved in DNA-binding, transport, translation and DNA repair were observed in strain C_Cs_NphT7B_Cn_ (Table S3).

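Of the 40 genes of Table S3, 30 were matched to the files. As deposited 5 of the 30 had lower transcript levels in CCsNphT7BCn than in CCsACnBCn and none was called in limma, at an adjusted p over all features or adjusted over the list alone. Without replicate 2 of CCsNphT7BCn 16 of them were lower, and without replicate 1 only 1. After quantile normalization all 30 were lower and called down-regulated in limma, with Benjamini-Hochberg adjustment over all features and adjusted over the list alone. The study chose the list on these libraries. The largest quantile-normalized fall outside the ribosomal RNA was that of slr0352, with a log2 fold change of -3.36 (standard error 0.49, adjusted p = 0.0033 from limma) and 18 and 42 reads in CCsNphT7BCn.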

**Table 3:** Genes up-regulated in recombinant *Synechocystis* sp. strain C_Cs_NphT7B_Cn_ (compared with C_Cs_A_Cn_B_Cn_)^a^.

Gene ID	Description	Fold change	Expression level^b^		Functional category
		(C_Cs_NphT7B_Cn_vsC_Cs_A_Cn_B_Cn_)	C_Cs_A_Cn_B_Cn_	C_Cs_NphT7B_Cn_	
slr2075	co-chaperonin, GroES	3.26	328.12	1,069.34	protein folding
slr1204	serine protease, HtrA	2.73	1,046.94	2,860.72	cell communication
slr1316	iron(III) dicitrate ABC transporter permease	2.37	15.33	36.3	iron transport
ssr2595	high light inducible protein	2.19	25.55	55.96	chlorophyll-binding
sll0379	UDP-N-acetylglucosamine acyltransferase	2.14	28.2	60.47	lipopolysaccharide biosynthetic process
sll0789	OmpR subfamily protein	2.13	108.53	231.24	intracellular signal transduction
sll0790	sensory transduction histidine kinase	2.12	90.22	191.02	signal transduction
sll0896	Holliday junction resolvase, RuvC	2.09	17.14	35.89	DNA repair
slr2076	molecular chaperone, GroEL	2.05	733.79	1,507.39	protein folding
slr1279	NADH dehydrogenase subunit A	2.05	25.85	52.92	electron transport chain
slr0536	uroporphyrinogen decarboxylase, HemE	2.02	80.15	162.23	porphyrin and chlorophyll metabolism
slr1675	hydrogenase expression/formation protein, HypA	2.01	111.92	225.29	cellular protein modification process
slr1202	lactose ABC transporter permease	1.96	16.49	32.23	transport
sll1740	50S ribosomal protein L19	1.93	427.21	825.93	translation
sll1538	beta-glucosidase	1.92	21.65	41.64	carbohydrate metabolism
slr1205	ferredoxin component	1.92	214.39	412.13	photosynthesis
ssr2049	protochlorophillide reductase 57 kD subunit, BchB	1.9	30.51	57.98	photosynthesis
slr1805	sensory transduction histidine kinase	1.89	63.65	120.35	signal transduction
sll1899	protoheme IX farnesyltransferase, CtaB	1.88	67.28	126.68	porphyrin and chlorophyll metabolism
slr1256	urease subunit gamma	1.86	38.67	72.03	nitrogen metabolism
sll0109	chorismatemutase	1.84	34.12	62.78	amino acid biosynthetic process
slr1516	superoxide dismutase, SodB	1.83	1,356.38	2,485.21	immune system process
sll1423	global nitrogen regulator, NtcA	1.82	376.21	682.95	transcription
sll0045	sucrose phosphate synthase	1.81	22.41	40.57	starch and sucrose metabolism
sll0899	bifunctional N-acetylglucosamine-1-phosphate uridyltransferase/glucosamine-1-phosphate acetyltransferase	1.8	19.64	35.42	carbohydrate metabolism
slr1147	sensory transduction histidine kinase	1.8	34.66	62.29	signal transduction
ssl2233	30S ribosomal protein S20	1.8	457.05	821.29	translation
smr0009	photosystem II reaction center protein N, PsbN	1.79	113.3	202.33	photosynthesis
slr1728	potassium-transporting ATPase subunit A	1.77	48.53	85.79	ion transport
sll2010	UDP-N-acetylmuramoyl-L-alanyl-D-glutamate synthetase	1.77	17.31	30.59	peptidoglycan biosynthetic process
slr0676	adenylylsulfate kinase	1.76	18.58	32.79	sulfur metabolism
slr1982	chemotaxis protein, CheY	1.76	344.98	605.5	intracellular signal transduction
sll1869	3-chlorobenzoate-3,4-dioxygenase	1.75	27.55	48.23	oxidation reduction process
sll1085	glycerol-3-phosphate dehydrogenase	1.75	34.23	59.74	glycerophospholipid metabolism
ssl2250	glycoprotein	1.74	99.29	172.65	drug and analog sensitivity
sll1957	arsenical resistance operon repressor	1.74	19.37	33.61	transcription
slr2035	gamma-glutamyl kinase	1.73	22.05	38.08	amino acid biosynthetic process
slr1295	iron transport protein	1.72	88.89	153.22	iron transport
sll0792	transcriptional repressor, SmtB	1.71	93.19	159.74	transcription regulation
sll1405	biopolymer transport protein	1.71	19.58	33.47	protein transport
sll1249	bifunctionalpantoate ligase/cytidylate kinase	1.7	42.91	72.84	pantothenate biosynthetic process
sll1283	sporulation protein, SpoIID	1.7	47.99	81.34	sporulation
ssr1386	NADH dehydrogenase subunit, NdhL	1.69	51.61	87.32	energy metabolism
slr1843	glucose-6-phosphate 1-dehydrogenase	1.67	64.14	107.41	carbohydrate metabolism
sll0247	iron-stress chlorophyll-binding protein	1.65	186.8	308.95	photosynthesis
sll1468	beta-carotene hydroxylase	1.65	87.04	143.75	carotenoid biosynthetic process
slr1476	aspartate carbamoyltransferase	1.65	57.68	95.25	pyrimidine biosynthetic process
sll0648	lipophilic protein	1.65	26.01	42.85	lipid transport
sll0923	exopolysaccharide export protein	1.64	181.51	297.86	lipopolysaccharide biosynthetic process
sll0430	heat shock protein 90, HtpG	1.64	186.42	305.82	protein folding

^a^ Only the top 50 highest increase in fold-change and genes encoding known proteins are shown.

^b^ The values shown represent the mean of two independent biological replicates.

## Discussion

Current limitation of direct photosynthetic production using cyanobacteria is the relatively low PHA content obtained. In this study, it was encouraging to obtain 14 wt% of P(3HB) from direct photosynthetic fixing of carbon dioxide without the addition of an external carbon source. Although cyanobacteria have simple nutrient requirements, the addition of 0.4%(w/v) acetate was found to increase P(3HB) content up to 41 wt% under air-exchange limiting conditions. Previous studies suggested that enhanced P(3HB) accumulation was the result of direct metabolism of acetate for PHA synthesis by employing an existing pathway operating in cyanobacteria [7], [21]. The provision of exogenous carbon was found to have a positive impact on PHA accumulation albeit at concentrations that were 10- to 20-fold lower than those required by heterotrophic bacteria. Recently, the development of new photobioreactors for mass cultivation of cyanobacteria is in progress and these findings will greatly aid the use of cyanobacteria for potential industrial applications [29], [30].

Early studies indicate that the PHA biosynthetic genes of *Synechocystis* sp. 6803 do not co-localise together to form an operon [31], [32]. Instead, the PHA synthase of *Synechocystis* sp. consisting of *phaC* and *phaE* subunits are linked in the genome and co-expressed. On the other hand, the β-ketothiolase and acetoacetyl-CoA reductase of *Synechocystis* sp. do not map close to the PHA synthase locus but are probably clustered together and constitute an operon in a different section of the genome. The expression levels of these two genes were surprisingly lower in the recombinant *Synechocystis* sp. strains C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ that had higher PHA production potential compared to strain pTKP2013V that accumulated a lower content of PHA. These results suggest that the endogenous PHA biosynthetic pathway operating in *Synechocystis* sp. did not have a significant impact on the PHA-synthesizing abilities of strains C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_.

The *Chromobacterium* sp. PHA synthase and *C*. *necator* acetoacetyl-CoA reductase that were introduced into the genome as an operon showed similar lower expression in strain C_Cs_NphT7B_Cn_. The observation that the expression levels of most of the PHA biosynthetic genes were lower in strain C_Cs_NphT7B_Cn_ suggests that the concentration of these enzymes is not the limiting factor in achieving higher PHA accumulation. Based on the results presented here, the transcription of genes encoding enzymes involved in PHA biosynthesis is highly regulated and may be affected by the PHA content in the cells (Fig. 3). When the PHA accumulated by the cells has exceeded a certain threshold level, adequate levels of the enzymes may already be present to meet the biosynthetic demand. Thus, the PHA granule itself or some other sensing factors may exert negative feedback on the expression of these enzymes. However, the expression levels of the enzyme catalyzing the last step of PHA biosynthesis, *Synechocystis* sp. PHA synthase, remained grossly constant in all recombinant *Synechocystis* sp. because negative feedback regulations are likely exerted in the upper part of the pathway.

**Figure 3:**
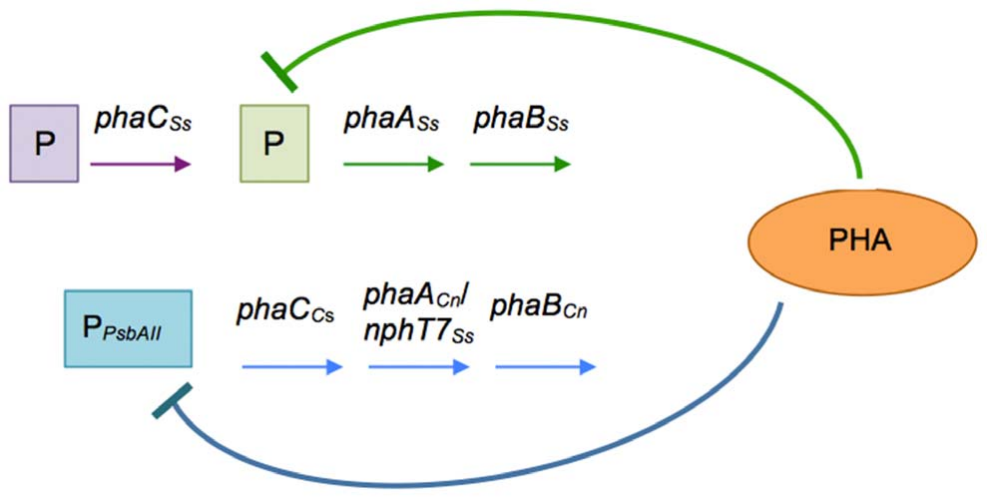
The scheme shows the regulation of PHA synthesis-related gene expression in recombinant *Synechocystis* sp.

Previous genetic studies have focused on the engineering of various bacteria or plant hosts for PHA production, but less is known about the global transcriptional changes of the recombinant host under a PHA-synthesizing environment. A comprehensive view of the cyanobacterial transcriptome during cultivation under conditions favorable for PHA synthesis was generated using RNA-seq analysis. 

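Of the 44 genes coloured as up-regulated in Fig. 4A, 41 are listed in the files. As deposited 16 of the 41 rose in CCsACnBCn and 29 in CCsNphT7BCn relative to pTKP2031V, and 40 lay above the median of all genes in each. After quantile normalization 40 of the 41 rose in each strain, with 39 called up-regulated and 1 called down-regulated in limma. The median log2 fold change of the list was then 2.01 in CCsACnBCn and 1.56 in CCsNphT7BCn. Of the 13 genes coloured as down-regulated 11 are listed, and all 11 fell in both strains as deposited, against 10 in both after quantile normalization. In Fig. 4B, which sets CCsNphT7BCn against CCsACnBCn, 29 of the 31 genes coloured as up-regulated are listed. All 29 rose as deposited, but 4 of them lay above the median of all genes. After quantile normalization 4 rose and 25 were called down-regulated in limma, with a median log2 fold change of -0.88. Of the 3 genes coloured as down-regulated in Fig. 4B 2 are listed. As deposited 0 of the 2 fell and 2 were called up-regulated in limma. After quantile normalization 2 fell and 0 were called. The genes of Fig. 4 were read from the figure, so only counts are given and no set test was run on them.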

One particularly interesting observation is the up-regulation of photosynthetic activity in recombinants *Synechocystis* sp. with higher PHA-synthesizing potential (Fig. 4 A and B). In recent years, there has been tremendous interest in strategies to improve photosynthetic activity in crops [33], [34]. It has been suggested that an increase in photosynthetic activity will improve the yield of crops and provide a potential solution to future food shortages [35]. In this context, the increase of photosynthetic activity in cyanobacteria may explain the higher PHA accumulation observed in recombinant *Synechocystis* sp. strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_.

**Figure 4:**
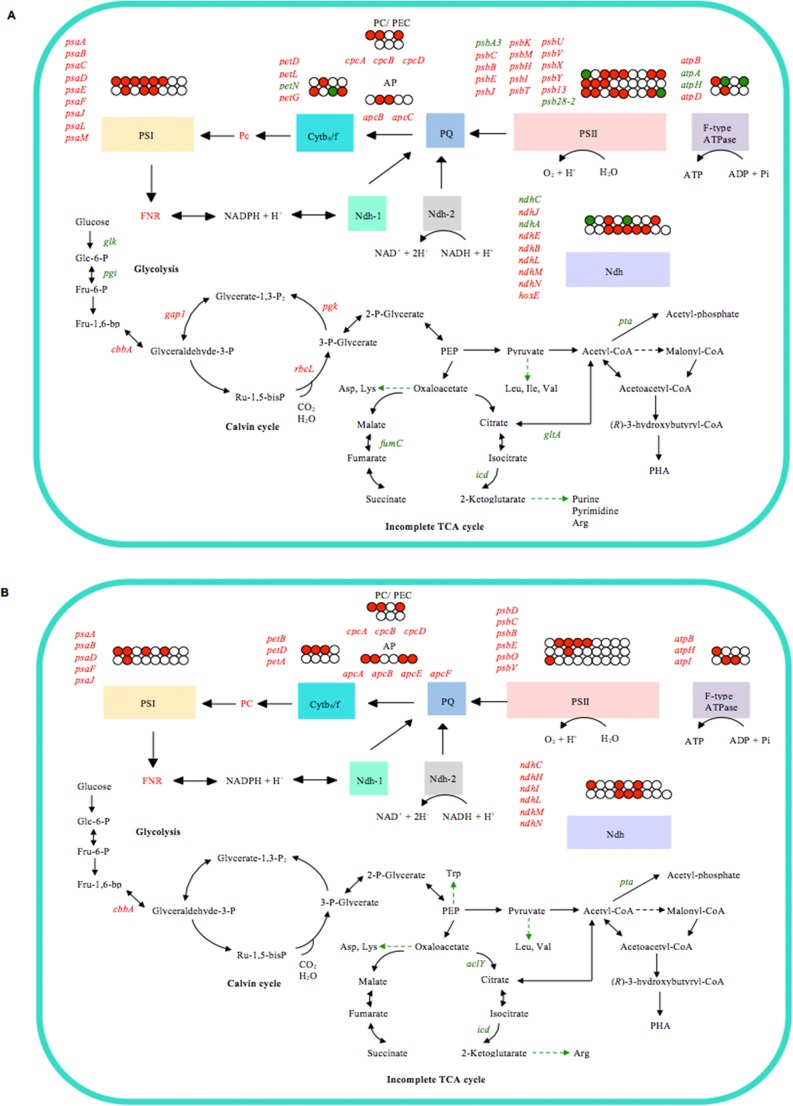
The scheme shows the cellular changes in recombinant *Synechocystis* sp. strains (a) C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ (compared with pTKP2031V) (b) C_Cs_NphT7B_Cn_ (compared with C_Cs_A_Cn_B_Cn_) under photoautotrophic PHA biosynthesis conditions. Only a selection of cellular changes is shown. The genes or pathways that are up-regulated are in red; the downregulated ones are in green. Black dashed lines indicate the engineered route. AP, allophycocyanin; PC/PEC, phycocyanin/phycoerythrocyanin; Cytb_6_/f, cytochrome b6/f complex; PQ, plastoquinone; FNR, ferredoxin-NADP(+) reductase; Pc, plastocyanin; PSI, photosystem I; PSII, photosystem II; Ndh, NADH dehydrogenase; Glc-6-P, glucose-6-phosphate; Fru-6-P, fructose-6-phosphate; Fru-1,6-bp; fructose-1,6-biphosphate; Glycerate-1,3-P_2_, 1,3-biphosphoglycerate; 3-P-Glycerate, 3-phosphoglycerate; Ru-1,5-bisP, ribulose-1,5-biphosphate; PEP, phosphoenolpyruvate.

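The gene rbcL (1413 bp) had 1021 and 1008 reads in pTKP2031V, 1627 and 1124 in CCsACnBCn and 1935 and 1092 in CCsNphT7BCn. Its RPKM was 336 ± 1.86, 100.1 ± 2.68 and 313 ± 170 in the same order (SD, n = 2 each). As deposited its log2 fold change was -1.74 in CCsACnBCn (adjusted p = 0.020 from limma with Benjamini-Hochberg adjustment) and -0.21 in CCsNphT7BCn (adjusted p = 0.84), where it was at 0.37 without replicate 1. The values of rbcL lay 1.38 and 0.89 above the median of all genes. After quantile normalization it rose by 0.80 (adjusted p = 0.00033 from limma with the same adjustment) and 0.62 (adjusted p = 0.0014). The 8 RuBisCo and Calvin cycle genes had medians 1.29 and 0.82 above that of all genes as deposited (adjusted p = 0.035 and 0.059 by camera with Benjamini-Hochberg adjustment). Of the 6 fits with a library left out the former call held in 2, and the latter set was called in none. The medians were 1.00 and 0.71 above that of all genes after quantile normalization (adjusted p = 0.019 and 0.049 by camera with Benjamini-Hochberg adjustment, with 7 of 8 and 6 of 8 higher), and the latter call held in 1 of 6 fits with a library left out.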

The gene encoding one of the most important enzymes in carbon fixation, the ribulose-1,5 biphosphate carboxylase/oxygenase (RuBisCo) large subunit (*rbcL*), was up-regulated in both C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_. RuBisCo is a biologically important enzyme that catalyzes the first step of the reaction that converts atmospheric carbon dioxide into organic carbon [36]. Besides RuBisCo, genes encoding proteins involved in different aspects of photosynthesis and electron transport chain were significantly induced in both C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn._ In particular, the induction of photosynthesis and electron transport chain-related genes was most prominent in strain C_Cs_NphT7B_Cn_ with the highest PHA accumulation, suggesting the possible correlation of photosynthetic activity with PHA content. 

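The strains CCsNphT7BCn and CCsACnBCn were compared directly on the same sets. As deposited, all 12 photosystem I genes were higher in CCsNphT7BCn, but only 2 of them by more than the median of all genes, and the set's median lay -1.13 from it on the log2 scale (adjusted p = 0.00014 by camera with Benjamini-Hochberg adjustment). After quantile normalization 3 of the 12 were higher in CCsNphT7BCn and the shift was -0.76 (adjusted p = 0.00074). The shift was -0.36 for the 25 photosystem II genes (adjusted p = 0.0036 by camera, 6 higher), -0.71 for the 15 phycobilisome genes (adjusted p = 3.8e-05, 3 higher) and -0.30 for the 9 cytochrome b6/f genes (adjusted p = 0.059, 2 higher). The 10 ATP synthase genes had -0.35 (adjusted p = 0.032 by camera, 1 higher, past the limit in 5 of 6 fits with a library left out), but were not called as deposited (adjusted p = 0.12). The 22 NADH dehydrogenase genes went the other way. Their median lay 0.24 above that of all genes as deposited (adjusted p = 0.044 by camera, in none of 6 fits with a library left out) and 0.20 above it after quantile normalization (adjusted p = 0.026, 17 higher, in 5 of 6 such fits). For psaA and psaB the quantile-normalized log2 fold change was -1.27 and -1.21, each past the limit in limma in all 6 such fits.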

The *Synechocystis* sp. cells may utilize enhanced photosynthesis, carbon fixation and electron transport chain activities as a means to provide precursors that are necessary to drive the production of PHA. The increased photosynthetic production of PHA reveals that similar metabolic engineering approaches can be applied to the production of biofuels or chemicals using this versatile organism. As cyanobacteria and plants share similar photosynthetic machinery, it is likely that the strategy can be extended in future efforts to improve PHA production in higher plants.

In living cells, catabolic reactions that produce energy and anabolic biosynthetic reactions are regulated to maintain a balance of supply and demand. To cope with the higher PHA production demand, carbon dioxide fixing was enhanced to replenish the pool of carbon that was lost to PHA formation. Concomitant with the increase in photosynthetic activity, the flow of newly fixed carbon dioxide into biosynthetic reactions other than PHA was reduced. 

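Among sets of cofactor and vitamin metabolism, the 18 genes of cobalamin biosynthesis were tested. Their median lay -0.88 from that of all genes on the log2 scale in CCsACnBCn and -0.66 from it in CCsNphT7BCn relative to pTKP2031V as deposited (adjusted p = 0.014 and 0.026 by camera with Benjamini-Hochberg adjustment). After quantile normalization the shift was -0.78 (adjusted p = 0.016, 1 of 18 higher) and -0.59 (adjusted p = 0.047, 3 of 18 higher). The call in CCsNphT7BCn held in 3 of the 6 quantile-normalized fits with a library left out. A set for protein metabolic processes as a whole was not analysed here.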

Genes encoding metabolism of cofactors and vitamins as well as protein metabolic process were found to be down-regulated in strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn._ The reduced growth of recombinant *Synechocystis* sp. under nutrient-deficient cultivation conditions may account for the depression of these metabolic processes. These cellular anabolic reactions were regulated to maintain the balance of resources in cells. 

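The 7 genes of the TCA cycle that the files name were tested as a set. As deposited all 7 had lower transcript levels in both strains than in pTKP2031V, and their median lay -0.49 from that of all genes on the log2 scale in CCsACnBCn and -0.78 from it in CCsNphT7BCn (adjusted p = 0.37 and 0.21 by camera with Benjamini-Hochberg adjustment). After quantile normalization the shift was -0.63 and -0.86, with 2 of 7 genes higher in each strain. Camera did not call the set on that scale either (adjusted p = 0.35 and 0.20), while limma's fry, which tests the set against no change and not against the other genes, did (adjusted p = 0.017 and 0.0078). These calls of fry did not hold in every fit with a library left out. The quantile-normalized shift then stayed between -0.73 and -0.54 in CCsACnBCn and between -0.87 and -0.72 in CCsNphT7BCn.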

The expression levels of genes involved in the tricarboxylic acid cycle (TCA) were shown to be down-regulated in strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_. These observations agree well with previous finding that reported on the repressed of the TCA cycle genes in *C*. *necator* H16 during PHA production [37].

RNA-seq transcriptome analysis reveals that the heterologous expression of PHA synthesis-related genes in *Synechocystis* sp. affect not only the regulation of PHA biosynthesis but also the preceding pathways that are involved in the provision of precursors for this biosynthesis. The direct photosynthetic production of 14 wt% of P(3HB) from strain C_Cs_NphT7B_Cn_ is the highest value achieved for *Synechocystis* sp. 6803 so far. This work suggests the use of carbon flux as a possible driving force for the biosynthesis of intracellular inclusions e.g. PHA. Future work can be done to confirm this finding by enhancing carbon fixation in cyanobacteria through engineering or overexpressing the enzymes involved in the process.

## Materials and Methods

### Chemicals and Reagents

All chemicals were purchased from Nacalai Tesque (Tokyo, Japan) or Wako Pure Chemical (Tokyo, Japan) unless otherwise specified. KOD Plus high-fidelity DNA polymerase was purchased from Toyobo (Tokyo, Japan). Restriction enzymes and the DNA ligation kits used were from Takara (Shiga, Japan).

### Organism and Culture Conditions

All *Synechocystis* sp. PCC6803 strains (Table S4) were cultivated at 30°C in BG-11 medium [38] buffered with 20 mM HEPES-KOH, pH 8.0, under continuous illumination of 100 µmol photons m^−2^ s^−1^. Liquid cultures were incubated with shaking (100 r.p.m.) or bubbled with air enriched with 2-3% (v/v) CO_2_. *Escherichia coli* DH5α used for plasmid cloning was grown with shaking (180 r.p.m) at 37°C in Lysogeny broth. For the selection and maintenance of plasmids, kanamycin (50 µg/mL) or ampicillin (100 µg/mL) were added. To promote PHA biosynthesis in cyanobacteria, a two-stage cultivation was performed. The cultures were first grown in BG-11 medium until the late exponential phase and then harvested, washed and transferred to BG-11 medium devoid of sodium nitrate. P-deficiency was achieved by cultivating cells in BG-11 medium without K_2_HPO_4_. Different carbon sources [0.2% (w/v) and 0.4% (w/v) of fructose and/or acetate] were added to study the effects of carbon supplementation on PHA accumulation. Air-exchange limiting conditions on cultures were imposed by sealing the mouth of culture vessels with cotton plugs and covering with aluminium foil [7]. The cyanobacterial cultures were cultivated in the above culture conditions for 7, 10 or 14 days, harvested by centrifugation (8000 *g*, 10 min) and then lyophilized.

### Plasmid Construction and Transformation of *Synechocystis* sp

The constructs used for transformation of *Synechocystis* sp. were derived from pTKP2031V (Table S4). pTKP2031V was designed for insertion into the genome via homologous recombination between sites *slr2030* and *slr2031* together with a kanamycin resistance cassette [22]. The expression of all cyanobacterial constructs was under the *psbAII* promoter. The gene cluster containing β-ketothiolase (*phaA_Cn_*) and acetoacetyl-CoA reductase (*phaB_Cn_*) were amplified from chromosomal DNA of *C*. *necator* H16 using primers *phaAB_Cn_* (F; *Nde*I) and *phaAB_Cn_* (R; *Hpa*I) (Table S5). The resulting PCR product was digested with *Nde*I and *Hpa*I and inserted into *Nde*I- and *Hpa*I-digested pTKP2031V to obtain pTKP2031V-*phaAB_Cn_*. The PHA synthase (*phaC_C_*_s_) was prepared from chromosomal DNA of *Chromobacterium* sp. USM2 using primers *phaC_C_*_s_ (F; *Sfu*I) and *phaC_C_*_s_ (R; *Aat*I). This PCR fragment was digested with *Sfu*I and *Aat*I and subcloned into the appropriate restriction sites of pTKP2031V-*phaAB_Cn_* by ligation to yield pTKP2031V-*phaC_C_*_s_ *A_Cn_B_Cn_*. pTKP2031V-*phaC_C_*_s_ *nphT7phaB_Cn_* was constructed by replacing *phaA_Cn_* in pTKP2031V-*phaC_C_*_s_ *A_Cn_B_Cn_* with *nphT7*. The *nphT7* gene from *Streptomyces* sp. CL190 was amplified from a previously prepared template, pHis_*nphT7* [19] using primers *nphT7* (F; *Sfu*I) and *nphT7* (R; *Aat*I). Transformation of *Synechocystis* sp. was performed as described previously [39]. Briefly, 100-200 µL of an exponentially growing culture were mixed with a plasmid solution to a final concentration of 1-2.5 µg/mL. The mixture was then spread onto a nitrocellulose membrane filter placed on a BG-11 plate and incubated overnight (∼12 h) at 30°C under continuous white light (75-100 µmol photons/m^2^s). The membrane filter was transferred onto a new BG-11 plate containing 50 µg/mL kanamycin. Kanamycin-resistant colonies were isolated and replated three times. The presence and complete segregation of the transgene in the cyanobacterial genome were confirmed by PCR analysis and sequencing.

### Quantitative Analysis of PHA

Approximately 25-30 mg of lyophilized cyanobacterial cells were washed with methanol and dried at 65°C overnight. The dry cells were subsequently extracted with chloroform at 65°C for 48 h. The chloroform extract was subjected to methanolysis with a solution consisting of 85%(v/v) methanol and 15%(v/v) concentrated sulphuric acid at 100°C for 140 min [40]. The organic phase comprising the hydroxyacyl methyl esters was analyzed by gas chromatography-mass spectrometry (GC-MS) using the Agilent 7890A GC/5975 MSD system equipped with a HP−5 column (Agilent, USA).

### RNA Preparation

Total RNA was extracted from cells using Trizol reagent (Invitrogen, USA) in combination with the PureLink RNA Mini Kit (Invitrogen, USA) according to manufacturer’s protocol. Any traces of DNA remaining in the RNA samples were removed by digestion with DNase I (Takara, Japan). The quality and quantity of the RNA samples were analyzed using a Bioanalyzer 2100 (Agilent, USA).

### Real-time PCR Analysis

cDNA synthesis was performed with 250 ng of RNA using the QuantiTect Reverse Transcription Kit (Qiagen, USA). Real-time PCR quantification was performed using Thunderbird SYBR qPCR Mix (Toyobo, Japan) and gene-specific primers with the Mx3000P QPCR system (Agilent, USA). The cycling conditions were as follows: 95°C for 10 min, 40 cycles: 95°C for 15 s and 60°C for 1 min. A melting curve analysis (60°C-95°C) was performed after each amplification to ensure specificity of the reaction. Transcript levels were quantified based on determination of the quantification cycle (Ct). The transcript levels of genes of interest were normalized to the level of the housekeeping gene (16S rRNA) used in this study. Comparative quantification was used to compare the expression levels of genes of interest in *Synechocystis* sp. PCC 6803 strains C_Cs_NphT7B_Cn_ and C_Cs_A_Cn_B_Cn_ (target) relative to pTKP2031V (calibrator) and C_Cs_NphT7B_Cn_ (target) relative to C_Cs_A_Cn_B_Cn_ (calibrator).

### RNA-seq Library Preparation, Illumina Sequencing and Data Analysis

For each sample, 2 µg total RNA was subjected to ribosomal RNA depletion using the Ribo-Zero rRNA removal kit (Epicentre, USA). The cDNA libraries for RNA-seq were constructed from total RNA depleted of rRNA using the Illumina TruSeq Stranded mRNA Sample Preparation Kit (Illumina, USA) according to the manufacturer’s specifications. In brief, preparation of the cDNA libraries included the following steps: RNA fragmentation, cDNA synthesis, 3′ ends adenylation, adapter ligation and cDNA template enrichment. Quantification of the libraries was carried out using a Bioanalyzer 2100 (Agilent, USA) and 4 to 6 pM of the template was used for cluster generation. Libraries were sequenced on a Miseq (Illumina, USA) instrument using the 2×250 paired end protocol. The sequence data has been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE50688. The RNA-seq data analysis was performed using CLC Genomics Workbench 6 software (CLC bio, Denmark). Sequence reads were pre-processed to trim low-quality reads and filter reads shorter than 20 bp. The qualified sequence reads were mapped to the *Synechocystis* sp. PCC 6803 genome (NC_000911), allowing a maximum of two mismatches. The reference genome sequences and annotations were downloaded from NCBI (downloaded on May 23, 2013). Sequence reads that mapped to non-coding RNA and reads that did not map to unique positions were excluded from further analysis. The transcript levels were expressed as reads per kilobase of exon model per million mapped reads in which the read count for a gene was normalized by the length of the gene and the total number of reads mapped in the sample [41]. Statistical analysis was performed and genes with a False Discovery Rate (FDR) *p*-value correction <0.05 were determined as differentially regulated genes [42].

## Supporting Information

Figure S1 **Correlation of RNA-Seq data between biological replicates.** Normalized expression values from each sample were used. Correlation coefficients are indicated inside the plots.
(TIF) Click here for additional data file.

Table S1 **Highly expressed genes based on normalized expression level (RPKM values)^a^.**
(DOCX) Click here for additional data file.

Table S2 **Genes down-regulated in recombinant** ***Synechocystis*** **sp. strain C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ (compared with pTKP2031V)^a^.**
(DOCX) Click here for additional data file.

Table S3 **Genes down-regulated in recombinant** ***Synechocystis*** **sp. strain C_Cs_NphT7B_Cn_ (compared with C_Cs_A_Cn_B_Cn_)^a^.**
(DOCX) Click here for additional data file.

Table S4 **Strains and plasmids used in this study.**
(DOCX) Click here for additional data file.

Table S5 **Primers used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant Synechocystis Sp
**Source:** PLoS One. 2014 Jan 22;9(1):e86368. doi: 10.1371/journal.pone.0086368
**Supplement:** Table S1 — Highly expressed genes based on normalized expression level (RPKM values)a.

**Table S1 Highly expressed genes based on normalized expression level (RPKM values)^a^**

^a^Only the top 50 expressed genes annotated with functions are shown.

^b^The values shown represent the mean of two independent biological replicates.

# Supplementary material for: RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant Synechocystis Sp
**Source:** PLoS One. 2014 Jan 22;9(1):e86368. doi: 10.1371/journal.pone.0086368
**Supplement:** Table S2 — Genes down-regulated in recombinant Synechocystis sp. strain CCsACnBCn and CCsNphT7BCn (compared with pTKP2031V)a.

**Table S2 Genes down-regulated in recombinant *Synechocystis* sp. strain C_Cs_A_Cn_B_Cn_ and C_Cs_NphT7B_Cn_ (compared with pTKP2031V)^a^**

^a^Only the top 50 highest decrease in fold-change and genes encoding known proteins are shown.

^b^The values shown represent the mean of two independent biological replicates.

# Supplementary material for: RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant Synechocystis Sp
**Source:** PLoS One. 2014 Jan 22;9(1):e86368. doi: 10.1371/journal.pone.0086368
**Supplement:** Table S3 — Genes down-regulated in recombinant Synechocystis sp. strain CCsNphT7BCn (compared with CCsACnBCn)a.

**Table S3 Genes down-regulated in recombinant *Synechocystis* sp. strain C_Cs_NphT7B_Cn_ (compared with C_Cs_A_Cn_B_Cn_)^a^**

| Gene ID | Description | Fold change | Expression level^b^ | | Functional category |
| --- | --- | --- | --- | --- | --- |
|  |  | (C_Cs_NphT7B_Cn_ vs C_Cs_A_Cn_B_Cn_) | C_Cs_A_Cn_B_Cn_ | C_Cs_NphT7B_Cn_ |  |
| slr0352 | transposase | -8.47 | 60.6 | 7.15 | DNA-binding |
| sll1560 | transposase | -6.26 | 107.19 | 17.12 | DNA-binding |
| slr2116 | spore coat polysaccharide biosynthesis protein ,SpsA | -4.96 | 89.07 | 17.97 | cell envelope |
| sll0709 | restriction enzyme LlaI protein | -4.82 | 200.58 | 41.63 | DNA repair |
| slr2031 | sigma factor SibG regulation protein, RsbU | -4.82 | 103.07 | 21.37 | metabolic process |
| slr2036 | transposase | -4.69 | 70.27 | 14.97 | DNA-binding |
| ssl2922 | virulence associated protein B | -3.85 | 22.7 | 5.89 | cellular process |
| sll0667 | transposase | -3.76 | 38.16 | 10.16 | DNA-binding |
| sll1998 | transposase | -3.71 | 68.76 | 18.54 | DNA-binding |
| slr2108 | polysialic acid transport ATP-binding protein, KpsT | -3.25 | 35.49 | 10.91 | lipopolysaccharide transport |
| sll1255 | transposase | -3.21 | 172.05 | 53.52 | DNA-binding |
| sll1408 | regulatory protein ,PcrR | -3.13 | 71 | 22.69 | transcription regulation |
| slr0704 | transposase | -3.05 | 11.72 | 3.84 | DNA-binding |
| slr0180 | transposase | -2.96 | 114.1 | 38.51 | DNA-binding |
| slr0323 | alpha-mannosidase | -2.94 | 103.54 | 35.25 | mannose metabolic process |
| slr1524 | transposase | -2.89 | 81.14 | 28.08 | DNA-binding |
| sll0092 | transposase | -2.86 | 268.41 | 93.91 | DNA-binding |
| sll0671 | magnesium and cobalt transport protein | -2.85 | 23.87 | 8.36 | cation transport |
| slr1803 | adenine-specific methyltransferase | -2.84 | 179.78 | 63.25 | DNA repair |
| sll1436 | transposase | -2.72 | 26.59 | 9.77 | DNA-binding |
| slr1860 | ICFG protein | -2.7 | 70.37 | 26.07 | metabolic process |
| sll1875 | heme oxygenase | -2.67 | 62.16 | 23.25 | porphyrin and chlorophyll metabolism |
| sll1983 | transposase | -2.66 | 26.91 | 10.13 | DNA-binding |
| slr1936 | transposase | -2.64 | 23.18 | 8.79 | DNA-binding |
| sll1685 | proton extrusion protein, PcxA | -2.62 | 15.29 | 5.85 | transport |
| slr1715 | transposase | -2.6 | 25.29 | 9.72 | DNA-binding |
| slr1523 | transposase | -2.51 | 119.94 | 47.7 | DNA-binding |
| sll1256 | transposase | -2.5 | 26.51 | 10.6 | DNA-binding |
| ssr2227 | transposase | -2.47 | 55.67 | 22.51 | DNA-binding |
| ssl0172 | transposase | -2.44 | 54.95 | 22.51 | DNA-binding |
| sll1871 | sensory transduction histidine kinase | -2.43 | 98.65 | 40.64 | signal transduction |
| slr1684 | transposase | -2.38 | 83.02 | 34.89 | DNA-binding |
| slr1585 | transposase | -2.32 | 33.31 | 14.36 | DNA-binding |
| sll1099 | elongation factor Tu | -2.3 | 660.41 | 287.17 | translation |
| slr1237 | cytosine deaminase | -2.27 | 196.04 | 86.18 | pyrimidine metabolism |
| sll1745 | 50S ribosomal protein L10 | -2.24 | 438.42 | 196.1 | translation |
| sll0729 | modification methylase | -2.24 | 41 | 18.34 | DNA repair |
| sll1596 | circadian rhythm protein | -2.22 | 87.08 | 39.21 | rhythmic process |
| sll1985 | transposase | -2.22 | 115.36 | 51.87 | DNA-binding |
| Sll0808 | transposase | -2.19 | 79.37 | 36.32 | DNA-binding |

^a^Only the top 40 highest decrease in fold-change and genes encoding known proteins are shown.

^b^The values shown represent the mean of two independent biological replicates.

# Supplementary material for: RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant Synechocystis Sp
**Source:** PLoS One. 2014 Jan 22;9(1):e86368. doi: 10.1371/journal.pone.0086368
**Supplement:** Table S4 — Strains and plasmids used in this study.

Table S4 Strains and plasmids used in this study

| Strains or plasmids | Relevant characteristics | Source or reference |
| --- | --- | --- |
| Cyanobacteria strains | | |
| PCC 6803 | Wild-type strain of *Synechocystis* sp. PCC 6803, glucose tolerant | [1] |
| pTKP2031V | P_psbAII_::MCS integrated at *slr2031* in PCC 6803 genome | This study |
| C_Cs_A_Cn_B_Cn_ | P_psbAII_::*phaC_C_*_s_, *phaA_Cn_*, *phaB_Cn_* integrated at *slr2031* in PCC 6803 genome | This study |
| C_Cs_NphT7B_Cn_ | P_psbAII_::*phaC_C_*_s_, *nphT7*, *phaB_Cn_* integrated at *slr2031* in PCC 6803 genome | This study |
| *E*. *coli* strain |  |  |
| DH5α | F^-^, Φ80d*lacZ*Derutaemu15, delta (*lacZYA-argF*) U169, *DeoR*, *recA*1, *endA*1, *hsdR*17 (r_K_^-^, M_K_^+^), *phoA*, *supE*44, lambda^-^, *thi*-1, *gyrA*96, *relA*1 | Takara |
| Plasmid |  |  |
| pTKP2031V | Km^r^; f1 ori; P_psbAII_::MCS | [2] |
| pTKP2031V-*phaAB_Cn_* | Km^r^; f1 ori; P_psbAII_::*phaA_Cn_*, *phaB_Cn_* | This study |
| pTKP2031V-*phaC_C_*_s_*A_Cn_B_Cn_* | Km^r^; f1 ori; P_psbAII_::*phaC_C_*_s_, *phaA_Cn_*, *phaB_Cn_* | This study |
| pTKP2031V-*phaC_C_*_s_*nphT7phaB_Cn_* | Km^r^; f1 ori; P_psbAII_::*phaC_C_*_s_, *nphT7*, *phaB_Cn_* | This study |

Km^r^, kanamycin resistance

*phaC_C_*_s_ (*Chromobacterium* sp.), PHA synthase; *phaA_Cn_* (*C*. *necator*), β-ketothiolase; *phaB_Cn_* (*C*. *necator*), acetoacetyl-CoA-reductase; *nphT7* (*Streptomyces* sp.), acetoacetyl-CoA synthase

1. Williams JGK (1988) Construction of specific mutations in photosystem II photosynthetic reaction center by genetic engineering methods in *Synechocystis* 6803. Methods Enzymol 167:766-778.
2. Satoh S et al. (2001) Chlorophyll b expressed in cyanobacteria functions as light-harvesting antenna in photosystem I through flexibility of the proteins. J Biol Chem 276:4293-4297.

# Supplementary material for: RNA-Seq Analysis Provides Insights for Understanding Photoautotrophic Polyhydroxyalkanoate Production in Recombinant Synechocystis Sp
**Source:** PLoS One. 2014 Jan 22;9(1):e86368. doi: 10.1371/journal.pone.0086368
**Supplement:** Table S5 — Primers used in this study.

Table S5 Primers used in this study

| Primers | Sequence ^a^ | Target gene |
| --- | --- | --- |
| Plasmids construction | | |
| *phaAB_Cn_* (F; *Nde*I) | GCCATATGCCAGCAATGGATGCAG | *C*. *necator* *phaA* and *phaB* genes |
| *phaAB_Cn_* (R; *Hpa*I) | TGGTTAACCGATTGCTACTTCCAT | *C*. *necator* *phaA* and *phaB* genes |
| *phaC_C_*_s_ (F; *Sfu*I) | GCTTCGAACCAGCAATGGATGCAG | *Chromobacterium* sp. *phaC* gene |
| *phaC_C_*_s_ (R; *Aat*I) | TGAGGCCTCGATTGCTACTTCCAT | *Chromobacterium* sp. *phaC* gene |
| *nphT7* (F; *Sfu*I) | TCTTCGAACTATTCACGACCATTTG | *Streptomyces* sp. *nphT7* gene |
| *nphT7* (R; *Aat*I) | CCGAGGCCTCGGACATCTGAGGTA | *Streptomyces* sp. *nphT7* gene |
| Real-time PCR | | |
| *phaC_S_*_s_ (F) | AAGGGGAAGTGATGATTGGCG | *Synechocystis* sp. *phaC* gene |
| *phaC_S_*_s_ (R) | CGGGGAAAGATTGGACGGTGT | *Synechocystis* sp. *phaC* gene |
| *phaC_C_*_s_ (F) | ACCGAAAAAGTCCACGAAAAGC | *Chromobacterium* sp. *phaC* gene |
| *phaC_C_*_s_ (R) | CGATGTAGGTCTCCCAAGTGAAG | *Chromobacterium* sp. *phaC* gene |
| *phaA_S_*_s_ (F) | CACCAGTCGGAAAGGAACCC | *Synechocystis* sp. *phaA* gene |
| *phaA_S_*_s_ (R) | GCGGTAATAGGCAACTCAGGAAA | *Synechocystis* sp. *phaA* gene |
| *phaB_S_*_s_ (F) | TCGAAGGCATGTATGAACGGA | *Synechocystis* sp. *phaB* gene |
| *phaB_S_*_s_ (R) | GTGTCAATGAAACCAGGGGCT | *Synechocystis* sp. *phaB* gene |
| *phaB_Cn_* (F) | AGGTCGGCGAGGTTGATGT | *C*. *necator* *phaB* gene |
| *phaB_Cn_* (R) | GCCTTGGCGGTGGAGTAGT | *C*. *necator* *phaB* gene |
| 16s rRNA (F) | GGACGGGTGAGTAACGCGTA | *Synechocystis* sp. 16S rRNA gene |
| 16s rRNA (R) | CCCATTGCGGAAAATTCCCC | *Synechocystis* sp. 16S rRNA gene |

^a^Restriction enzymes digestion sites are underlined.

How the deposited data were processed for this re-analysis (not part of the article)

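The data are RNA-seq measurements of 3 recombinant Synechocystis sp. strains, pTKP2031V (reference), CCsACnBCn and CCsNphT7BCn, each with 2 biological replicates, from cells cultivated for 7 days in nitrogen-deficient medium under photoautotrophic conditions. The 6 libraries were assigned to strains and replicates from the sample labels. The labels name pTKP2031V and CCsNphT7BCn as the paper does, and the label CCsABCn was taken to be the paper's CCsACnBCn.

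The authors depleted ribosomal RNA with Ribo-Zero, made stranded paired-end libraries and sequenced them on a MiSeq. They removed short reads, mapped the rest to the chromosome with CLC Genomics Workbench, allowing at most 2 mismatches, and deposited for each library a list of features with RPKM values. RPKM divides the reads of a gene by its length and by all mapped reads of the library, so it carries no normalization between libraries beyond the total. The paper states that reads on non-coding RNA and reads without a unique position were left out of its further analysis. The deposited lists include 50 non-coding features, 6 of them ribosomal. Copies of the same ribosomal RNA gene have near-equal high values there, so whether reads without a unique position were removed before deposit is open. The paper's text gives a limit on the false discovery rate of 0.05 and names neither the test nor a normalization between libraries. Whether strand was used in counting is not given in the sources used here. No reference genome was used. Features kept the names the files give them, and genes of the paper's tables were matched by identifier or by the symbol that the paper's own tables pair with it.

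The lists hold between 3220 and 3225 features, of which 3220 are common to all 6 libraries. Since RPKM values are whole multiples of the value of 1 read for a gene of a given length, gene lengths and the reads behind each value were recovered from the steps of the values. The read total of each library was found from the 264 features whose name gives a length, the search for lengths then returned all 264 exactly, and 99.8% of the values of 3134 features came within 0.1 reads of a whole number. On simulated data the recovery returned 99.3% of the lengths it called reliable. The recovered reads served to describe depth and for added alternatives, not for the main comparisons.

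For the main comparisons, log2(RPKM + 1) of the values as deposited was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend) over all 6 libraries, with 3 residual degrees of freedom, for the 3208 features with a mean RPKM of at least 1. Both strains were compared with pTKP2031V and with each other, and p-values were adjusted by the Benjamini-Hochberg method within each of the 3 comparisons, with a limit of 0.05. Functional sets (11 sets, fixed in advance by gene names) were tested with camera at an inter-gene correlation of 0.01, and again with an estimated correlation and with fry, with the 33 p-values of each method adjusted together. Sets for transposases and transport, to be found by product, had also been fixed in advance but were not analysed. Over-representation among called features was tested with Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps. With 2 libraries per strain, precision is limited by the spread between replicates, and the median standard error of a log2 fold change was 0.76 as deposited and 0.15 after quantile normalization. Depth limits genes with few reads, and between 36 and 84 protein-coding genes per library had under 10 reads.

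The analysis was tested on simulated data with 200 of 3208 genes changed in the comparison of CCsACnBCn with pTKP2031V. With libraries on an equal scale, 93.5% of the changed genes were recovered and 2.94% of the calls were false. With libraries on the scale of the deposited values, 53.0% were recovered and 95.2% of the calls were false, and with quantile normalization added these were 93.5% and 7.04%. Under that last setting camera called the changed photosystem I set and also 3 sets that had not been changed, so its calls after quantile normalization can include false ones. The simulated scale was 1 factor per library, and 200 genes were changed beside the 12 of photosystem I. In the data quantile normalization called many more features, 1068 up and 1281 down in CCsACnBCn relative to pTKP2031V. The simulated rates of recovery and of false calls thus need not hold for the data. For most results, values after quantile normalization are given, beside or in place of those as deposited.

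The alternatives tried were a pseudocount of 0.1 or 10, no filter or a mean RPKM of at least 10, quantile normalization, scaling to the median, a fit of only the strains compared, no mean-variance trend, a robust prior, the replicate number as a block, each library left out in turn, linear RPKM and rank correlation for replicates, and the ratio of mean RPKM. Corrections for recovered gene length, a term for the ribosomal RNA content of a library, RPKM over protein-coding reads only, limma voom on the recovered reads, and further forms of quantile normalization were added after the data had been seen.

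The genes named in the text are all genes that the paper's text names in its RNA-seq results and discussion, the native PHA genes, the genes at the integration site (slr2030 and slr2031), genes coloured in Fig. 4 as counts, and for each comparison the 3 largest rises and 3 largest falls among features with an adjusted p under the limit, a mean RPKM of at least 10 and no overlap between replicates of the strains. The paper's tables had been seen when this rule was written. Of the native PHA genes only phbC was matched. The genes sll1874 and slr1106, sets for transport, transposases, cell communication and DNA binding, and genes of the paper's tables without a match were not analysed here. No test of single genes by permutation was possible below p = 0.333.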

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

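The tests on RPKM over protein-coding reads, on the ribosomal RNA values, on the replicates of CCsNphT7BCn and on slr1068 and slr1071 were chosen only after the result was seen, while the test that leaves out the most abundant genes was not.

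Reads outside the listed features other than ribosomal RNA, which the paper does not discuss, made up 85.9% and 86.7% of the reads counted in the replicates of CCsACnBCn and 74.2% in CCsNphT7BCn replicate 1. The level in the reference strain pTKP2031V was 26.2% and 25.6%, and CCsNphT7BCn replicate 2 had 28.7%. The 16S values were 79560.5 and 78598 RPKM in CCsACnBCn and 68098 in CCsNphT7BCn replicate 1, against 628 in CCsNphT7BCn replicate 2. The replicates of CCsNphT7BCn are 1 strain, so the strain alone does not account for the difference. If the strains held more ribosomal RNA as a whole, 5S would move with 16S and 23S. Set against protein-coding reads, the highest library exceeded the lowest by 681 times for 16S, 566 times for 23S and 4.59 times for 5S, and the libraries with the most 16S were not those with the most 5S. A candidate explanation, given as a hypothesis, is that the depletion removed unequal parts of 16S and 23S. The scale of RPKM follows this share. Over protein-coding reads only, the median log2 fold change in CCsACnBCn relative to pTKP2031V went from -3.12 to -0.74, so ribosomal RNA in the total may account for most of the fall, not all of it. Part of the rest may come from abundant genes, since the 100 most abundant held 46.3% of the protein-coding reads in CCsACnBCn and 25.4% in pTKP2031V, and the median was -0.23 without them. The remainder stays open. After median scaling the replicates of CCsNphT7BCn differed by 1.16 times as much as the more distant pair of the other strains, against 1.51 and 0.16 on the log2 scale as deposited. A difference in total RNA content between the strains was not tested and stays open, because RPKM holds no absolute amounts.

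The genes slr1068 and slr1071 stood out among genes outside those the paper discusses. After quantile normalization the log2 fold change of slr1068 relative to pTKP2031V was 5.29 in CCsACnBCn and 4.22 in CCsNphT7BCn, and that of slr1071 was 5.04 and 4.25 (adjusted p between 2.3e-06 and 9.2e-06 from limma with Benjamini-Hochberg adjustment). With a library left out these adjusted p reached at most 0.00058 in limma, and as deposited they lay between 0.00014 and 0.0018. The gene slr1068 (357 bp) had 8 and 13 reads in pTKP2031V, 445 and 323 in CCsACnBCn and 293 and 135 in CCsNphT7BCn, and slr1071 (807 bp) had 14 and 22, 606 and 364, and 463 and 246. All 4 libraries of these strains lay above both of pTKP2031V, and the few reads in pTKP2031V leave the size of the rise uncertain. The scale of the deposited values does not account for the rise, since the smallest of its log2 values over 4 scales was 2.47, as deposited in CCsACnBCn, where all other scales gave more. Gene length does not account for it either, with 4.00 as the smallest value after correction for length, nor does a single library, with 3.92 as the smallest when each was left out in turn. Reads shared with other copies or with genes on the opposite strand were not tested and stay open, as does the difference between the strains, which was not tested by other means. The paper does not report these genes.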

How the results depend on the processing

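The comparisons, the limits, the 11 functional sets, the rule for genes named and the alternatives of pseudocount, filter, quantile normalization, median scaling, fit of only the strains compared, mean-variance trend, robust prior, replicate block, library left out, linear RPKM, rank correlation and ratio of mean RPKM were chosen before the data were examined. Sets for transposases and transport were chosen then as well but were not analysed. The tests with a correction for gene length, a term for the ribosomal RNA content of a library, RPKM over protein-coding reads only, voom on the recovered reads, the further forms of quantile normalization and over-representation among the quantile-normalized calls were chosen only after the result was seen, and these alternatives were chosen after seeing the data.

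Scaling between libraries changed the counts of called features in all 3 comparisons. The median log2 fold change as deposited was -3.12 in CCsACnBCn and -1.11 in CCsNphT7BCn relative to pTKP2031V, and 2.00 in CCsNphT7BCn relative to CCsACnBCn. It moved to -0.12, -0.06 and 0.07 after quantile normalization and to 0.04, 0.06 and 0.02 after median scaling. In CCsACnBCn relative to pTKP2031V, limma called 28 up and 2740 down as deposited (1.01% of calls up), 1068 up and 1281 down after quantile normalization (45.5%), 1240 up and 1125 down after median scaling (52.4%), 1190 up and 1168 down with voom (50.5%) and 656 up and 1873 down over protein-coding reads (25.9%). In CCsNphT7BCn relative to pTKP2031V the same settings gave 53 up and 703 down (7.01%), 1060 up and 1143 down (48.1%), 1197 up and 1005 down (54.4%), 1173 up and 1133 down (50.9%) and 813 up and 1441 down (36.1%). For CCsNphT7BCn relative to CCsACnBCn they gave 2529 up and 4 down (99.8%), 524 up and 468 down (52.8%), 448 up and 608 down (42.4%), 454 up and 667 down (40.5%) and 1498 up and 332 down (81.9%). By construction median scaling and the protein-coding total multiply all genes of a library by 1 factor, while quantile normalization sets each gene by its rank and can move genes of a library by unlike amounts. Of the calls shared between the deposited and the quantile-normalized values, 1304 kept their direction and 621 had the opposite one in CCsACnBCn relative to pTKP2031V, against 743 and 0 in CCsNphT7BCn, and 526 and 9 between the strains. A term for ribosomal RNA content gave 235 up and 2369 down (9.02%) and 739 up and 1383 down (34.8%) against pTKP2031V, and 2818 up and 48 down between the strains, with medians of -1.58, -0.34 and 1.23. The same term in the quantile-normalized fit moved the last comparison to 255 up and 296 down. In CCsNphT7BCn the term left medians equal to those of a fit without 1 of its libraries. Against pTKP2031V this was -0.34, as without replicate 1, and between the strains 1.23, as without replicate 2. Each of these comparisons thus rests on 1 library of CCsNphT7BCn. The same held in the quantile-normalized fit, with -0.04 and 0.05. The cause of other changes with the term was not tested.

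With only the strains compared in the fit, which leaves fewer libraries to estimate the spread, limma called 90 up and 3017 down in CCsACnBCn and 2 up and 11 down in CCsNphT7BCn relative to pTKP2031V, the rises being ESI3 and the transfer RNA ST6803t10, named after their values were seen. At an unadjusted p under 0.05 there were 43 and 649 in CCsNphT7BCn. Between the strains that fit called 22 rises and 0 falls, with 1620 and 6 at an unadjusted p under 0.05. The 4 falls called as deposited between the strains were copies of the 16S and 23S ribosomal RNA, chosen after their values were seen. A robust prior in limma called 0, with 0 at an unadjusted p under 0.05 (voom called 667), for which the cause was not tested, and without the filter 8 were called among the larger number of features tested. Neither pseudocount, the filter at a mean RPKM of 10.0, the absence of a trend, nor the correction for length moved a count of called features by more than 1.5 times, and the robust prior and the absence of a filter moved no other.

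Leaving out each library in turn leaves 1 library in its strain, which limma assumes to vary like the others. The rises in CCsACnBCn relative to pTKP2031V then ranged from 6 to 90, with 9 without pTKP2031V replicate 1, 9 without its replicate 2, 7 and 6 without CCsACnBCn replicate 1 and 2, and 90 and 90 without CCsNphT7BCn replicate 1 and 2. The falls ranged from 1976 to 3017. In CCsNphT7BCn relative to pTKP2031V the rises ranged from 2 to 740, with 7 and 6 without pTKP2031V replicate 1 and 2, 2 and 2 without CCsACnBCn replicate 1 and 2, 740 without CCsNphT7BCn replicate 1 and 148 without its replicate 2. The falls ranged from 11 to 2769, with 20, 22, 11, 11, 1388 and 2769 in the same order of libraries. Between the strains the rises ranged from 0 to 3152, with 20 and 14 without a library of pTKP2031V, 0 and 0 without a library of CCsACnBCn, and 3152 and 2818 without replicate 1 or 2 of CCsNphT7BCn. Without CCsACnBCn replicate 1 or 2 limma had 699 and 462 rises at an unadjusted p under 0.05, and voom on all libraries called 454. The falls ranged from 0 to 48, with 0 without pTKP2031V replicate 1 or 2 and without CCsACnBCn replicate 1 or 2 (6, 4, 4 and 4 at an unadjusted p under 0.05), 6 without CCsNphT7BCn replicate 1 and 48 without its replicate 2. The width of these ranges may follow in part the spread that limma took from the difference between the libraries of CCsNphT7BCn. The scale moved as well. In CCsNphT7BCn relative to pTKP2031V the median log2 fold change was -0.34 without replicate 1 of CCsNphT7BCn and -1.87 without its replicate 2. The median standard error was 0.168 in each of these 2 fits. The median standard error in CCsACnBCn relative to pTKP2031V was 0.757 with all libraries, 0.137 and 0.137 without replicate 1 or 2 of CCsNphT7BCn, and 1.26 without pTKP2031V replicate 1.

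After quantile normalization the calls moved less. Between the strains the rises were 350 and 352 without pTKP2031V replicate 1 and 2, 297 and 243 without CCsACnBCn replicate 1 and 2, and 393 and 251 without CCsNphT7BCn replicate 1 and 2, a range of 243 to 393. The falls ranged from 249 to 403, with 369, 369, 280, 249, 403 and 300 in the same order. In CCsACnBCn relative to pTKP2031V they stayed between 914 and 1088 up and between 1037 and 1299 down, and in CCsNphT7BCn between 889 and 1060 up and between 917 and 1146 down.

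The replicate numbers are shared by the strains, but they did not pair the samples. The deviations of same-numbered libraries from their strain means had correlations across genes, which are not independent replicates, of -0.0345 between pTKP2031V and CCsACnBCn, 0.0539 between pTKP2031V and CCsNphT7BCn, and -0.0570 between CCsACnBCn and CCsNphT7BCn. With the replicate number as a block, limma called 21 up and 324 down in CCsNphT7BCn relative to pTKP2031V, and 18 up and 295 down with the block and the correction for length. In the latter fit camera called 0 sets below the other genes in CCsNphT7BCn (1 at an unadjusted p under 0.05 and 0 by fry), as the correction for length did without the block, and the block alone left 1. The block takes 1 residual degree of freedom. It moved no other count of calls by more than 1.5 times, as deposited or after quantile normalization.

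In the results for functional sets, the parentheses beside a count of 0 give the sets called by camera at an unadjusted p under 0.05 and those called by fry. As fry tests a set against no change and not against the other genes, its counts follow the scale of the libraries. Among the 11 sets, camera called 6 above the other genes in CCsACnBCn relative to pTKP2031V as deposited and after quantile normalization, and 5 and 6 in CCsNphT7BCn, where the correction for length left 3 as deposited. The count below the other genes in CCsACnBCn was 1, cobalamin biosynthesis, but 0 (0 and 10) with only the strains compared and 0 (1 and 6) with the term for ribosomal RNA. It ranged from 0 to 1 with a library left out, at 0 (0 and 10) without CCsNphT7BCn replicate 1 and 0 (0 and 10) without its replicate 2. In CCsNphT7BCn relative to pTKP2031V the 1 set below, again cobalamin biosynthesis, was lost with the correction for length, at 0 (1 and 0), and without CCsNphT7BCn replicate 2, at 0 (0 and 10), a range of 0 to 1. The quantile-normalized call of it was lost with that correction, at 0 (1 and 3), and with the term for ribosomal RNA, at 0 (1 and 2). It was also lost without pTKP2031V replicate 1, at 0 (1 and 1), without its replicate 2, at 0 (1 and 1), and without CCsNphT7BCn replicate 1, at 0 (1 and 2). Between the strains 2 sets, NADH dehydrogenase and chaperones, were called above the other genes as deposited, and 1 with a pseudocount of 0.1, without the filter, with the filter at a mean RPKM of 10.0, with only the strains compared, without a trend and with the correction for length. The range was 0 to 1 with a library left out, at 0 (2 and 0) without CCsACnBCn replicate 1 and at 1 without any of the other 5. Quantile normalization gave 2, from 1 to 2, the lower value without CCsNphT7BCn replicate 1. The 3 sets below, photosystem I, photosystem II and phycobilisome, became 5 after quantile normalization and 7 with median scaling, protein-coding reads or voom. They ranged from 0 to 4, at 0 (0 and 0) without CCsNphT7BCn replicate 1 and 4 without its replicate 2. Of the 33 set shifts, 30 kept their side of the limit under quantile normalization and 27 under median scaling, and the rest passed it. No set that camera called, as deposited or under a setting that was run, reversed there, but the shifts of sets that were not called did. Chaperones went from 0.08 in CCsACnBCn to -0.41 after quantile normalization and ATP synthase from 0.05 in CCsNphT7BCn to -0.10, both relative to pTKP2031V. A pseudocount of 10.0 reversed these as well, and with it ribosomal proteins between the strains, and the correction for length reversed ATP synthase. TCA cycle genes between the strains ranged from -0.24 to 0.05 with a library left out, the highest without CCsNphT7BCn replicate 1. For the changes of set calls under settings other than the scaling the cause was not tested.

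By Fisher's exact test with Benjamini-Hochberg adjustment, 1 set, photosystem I, was over-represented among the features up in CCsACnBCn relative to pTKP2031V, 1, photosystem II, among those up in CCsNphT7BCn, and 0 among those down between the strains (0 at an unadjusted p under 0.05). With the quantile-normalized calls the numbers were 5, 3 and 2, since these calls lie on another scale. Of the matched genes of Table 2, 7 rose in CCsACnBCn as deposited and 35 after quantile normalization or median scaling. For CCsNphT7BCn the number was 35, with a range of 19 to 35, the lower value without CCsNphT7BCn replicate 2. Of Table S3, 5 fell as deposited and 30 after quantile normalization or median scaling. The range with a library left out was 1 to 16, with 1 without CCsNphT7BCn replicate 1 and 16 without its replicate 2. Both shifts follow from the scale.

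The correlation between replicates of pTKP2031V across genes, which are not independent replicates, was 0.976 and lay at 0.999989 on linear RPKM, 0.986 as Spearman's rho, 0.953 and 0.987 with a pseudocount of 0.1 or 10.0, 0.978 and 0.983 with no filter or one at 10.0, and 0.981 and 0.980 after quantile normalization or median scaling. In CCsACnBCn it was 0.986, with 0.999813 on linear RPKM, 0.978 as Spearman's rho, 0.977 and 0.993 with the other pseudocounts, and 0.976 and 0.980 after the 2 scalings. In CCsNphT7BCn it was 0.955, with 0.629 on linear RPKM, 0.973 as Spearman's rho, 0.939 with a pseudocount of 0.1 and 0.961 with the filter at 10.0. Linear RPKM is set by the most abundant features, and the cause was not tested for the other changes. The changes of the 2 strains against pTKP2031V had a correlation of 0.897 across genes, 0.880 with a pseudocount of 10.0 and between 0.839 and 0.914 with a library left out. Unchanged strains simulated against the same libraries reached at most 0.534 with all 6 libraries, and were not simulated with a library left out. The share of genes with the same sign was 86.2%, 87.6% after quantile normalization, 88.3% after median scaling, and between 65.9% without CCsNphT7BCn replicate 1 and 95.1% without its replicate 2. In the simulations with all 6 libraries it was at most 69.4%. The share as deposited follows the scale of the libraries, which the simulations leave out. Taken about the median of each comparison it was 88.4%, and between 86.3% and 88.4% with a library left out. The 10 most abundant protein-coding genes held 15.4%, 34.9% and 24.5% of the summed RPKM in pTKP2031V, CCsACnBCn and CCsNphT7BCn, and 34.3%, 15.3% and 26.2% after quantile normalization, whose construction redistributes the highest values. The last value is that of the mean of unlike libraries of CCsNphT7BCn, with 15.5% in replicate 1 and 34.3% in replicate 2. The difference between genes under 300 bp and longer genes in CCsACnBCn relative to pTKP2031V was 0.83 on the log2 scale and 0.66 with a pseudocount of 10.0. The rank correlation of fold change with length between the strains was 0.0498 and reversed to -0.0254 with that pseudocount, which by construction compresses low values.

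For single genes, 96 log2 fold changes were followed. All 96 kept their direction and side of the limit with either pseudocount and with the filter at a mean RPKM of 10.0. The number was 95 without a filter, 94 without a trend, 90 with the correction for length and 88 with a robust prior. With the replicate number as a block it was 92, with 4 taken out of the limit, and with the block and the correction for length it was 87. With only the strains compared 51 did and 35 lost their call, and with a library of pTKP2031V or CCsACnBCn left out between 53 and 54 did, against 71 and 70 without replicate 1 or 2 of CCsNphT7BCn. As ratios of mean RPKM 93 moved less than the spread between replicates. Quantile normalization kept 61, took 3 out of the limit, brought 19 past it and reversed 13, and median scaling reversed 14. In CCsACnBCn relative to pTKP2031V, as deposited below 0, the quantile-normalized and the median-scaled values were 2.25 and 3.22 for psaL, 0.96 and 3.12 for psbA2, 2.31 and 3.23 for psbY, 1.75 and 2.72 for psbU, 0.39 and 1.84 for psbD2, 2.07 and 2.19 for petL, 0.52 and 0.67 for ctaB, 0.80 and 1.52 for rbcL, 2.00 and 2.37 for slr2030 and 0.69 and 0.74 for phbC, while psbA3 reversed only with median scaling, to 0.17. In CCsNphT7BCn relative to pTKP2031V they were 0.62 and 0.98 for rbcL and 0.76 and 0.75 for phbC, and between the strains -0.81 and -1.14 for slr2030. With a library left out, 5 values as deposited reversed. In CCsNphT7BCn relative to pTKP2031V psbA2 ranged from -0.57 to 0.59, ctaB from -0.47 to 0.99 and slr2030 from -0.70 to 0.79, each at the lowest value without CCsNphT7BCn replicate 2, and rbcL from -0.80 to 0.37, at the highest without CCsNphT7BCn replicate 1. Between the strains slr2031 ranged from -1.12 to 0.47, the highest without CCsNphT7BCn replicate 1. The reversals with median scaling follow from the shift of the medians, those with quantile normalization from the new distribution, and for those with a library left out the cause was not tested.

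Depth limits the genes with few reads. The median protein-coding gene had between 102 and 272 reads, and petL, psaM, bchB and cobS rest on fewer in at least 1 strain, so that their ratios carry counting error besides the spread between replicates. With 2 libraries per strain the spread was shared across genes by limma, and the deposited values of CCsNphT7BCn differed between its replicates by a median of 1.51 on the log2 scale.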

Differences from the paper's values

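Of the tests reported here, quantile normalization of the 4 libraries of CCsACnBCn and CCsNphT7BCn alone and voom were chosen only after the result was seen.

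For the 6 libraries together the paper states 93 M reads, against 32.6 M recovered from the deposited values, and a mean per library of 15.5 M, the paper's, against 5.43 M. The paper gives its total as the yield of the sequencing, while the recovered total is that by which RPKM divides. These are unlike quantities, so the difference need not be a conflict. No alternative applies to these values.

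Fold changes were compared as ratios of mean RPKM, with a fall written as a negative value as in the paper's tables. Of 40 such values, 29 differed as deposited. Of the 10 alternatives set before the data were examined, quantile normalization of the 6 libraries left 8 differing, and median scaling 33, a pseudocount of 0.1 or 10.0 30 and 31, and a library left out between 26 and 39. With a library left out the spread is that of the remaining ratios, so a value can come within it without being nearer to the paper's. This holds for psbK without pTKP2031V replicate 2 and for psbN and ntcA without CCsACnBCn replicate 1, and the values of psbN, isiA and ntcA without CCsACnBCn replicate 2 stay far from the paper's.

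In Table 2, values for CCsACnBCn relative to pTKP2031V that came within the replicate spread of the paper's only after quantile normalization, out of the 10 alternatives set before the data were examined, are those of psaM (22.83, the paper's, against 4.40, and 22.5), psaJ (17.51, the paper's, against 3.17, and 17.2), psbX (10.71, the paper's, against 2.28, and 10.1), psbK (6.98, the paper's, against 1.32, and 6.88), petG (6.96, the paper's, against 1.40, and 6.74), ctaB (1.43, the paper's, against -6.03, and 1.44) and isiA (4.49, the paper's, against -1.52, and 4.53), the last value of each being the quantile-normalized one. For petL the value was 3.92, the paper's, against -2.34, and of the alternatives 3.91 after quantile normalization and 4.13 after median scaling came within the replicate spread. In CCsNphT7BCn relative to pTKP2031V, psaM had 12.96, the paper's, against 7.66, with 13.0 after quantile normalization and 8.73 without pTKP2031V replicate 1 within that spread. For psaJ there was 11.21, the paper's, against 6.70, with 11.1 after quantile normalization, 14.1 after median scaling, 8.35 without pTKP2031V replicate 1 and 9.45 without CCsNphT7BCn replicate 1. For psbK it was 7.61, the paper's, against 5.06, with 7.53 after quantile normalization, 5.19 without pTKP2031V replicate 1 and 4.95 without pTKP2031V replicate 2. None of the other alternatives set before the data were examined did so for these genes.

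In Table S2, slr2031 had -3.26, the paper's, against -20.7 in CCsACnBCn relative to pTKP2031V, sll1680 -4.39, the paper's, against -23.9 and hypA -6.52, the paper's, against -37.6. Quantile normalization gave -3.28, -4.47 and -6.61, and was the only setting of the 10 set before the data were examined that came within the replicate spread. For mutL, with -5.36, the paper's, against -46.7, both -5.32 after quantile normalization and -4.86 after median scaling did and the others did not. The gene psbA3 had -11.5, the paper's, against -8.60 in CCsACnBCn, where none of the alternatives came within the spread. Quantile normalization gave -11.3. Its values were then equal between the replicates of pTKP2031V and of CCsACnBCn (SD 0 in each), so no spread was left to come within. In CCsNphT7BCn psbA3 had -9.66, the paper's, against -2.65, where only quantile normalization came within the spread, with -9.59.

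In Table 3, which sets CCsNphT7BCn against CCsACnBCn, none of the 10 alternatives set before the data were examined came within the replicate spread for groES (3.26, the paper's, against 11.7, and 3.00 after quantile normalization), hemE (2.02, the paper's, against 8.60, and 1.85 after quantile normalization), slr1205 (1.92, the paper's, against 6.93, and 1.77 after quantile normalization), ctaB (1.88, the paper's, against 8.17, and 1.72 after quantile normalization) and htpG (1.64, the paper's, against 6.26, and 1.51 after quantile normalization). Only quantile normalization did for groEL (2.05, the paper's, against 7.91, and 1.99) and sodB (1.83, the paper's, against 6.98, and 1.98). For psbN there was 1.79, the paper's, against 7.86, with 1.66 after quantile normalization, 8.00 without CCsACnBCn replicate 1 and 7.72 without CCsACnBCn replicate 2 within the spread that is left. For isiA it was 1.65, the paper's, against 6.49, with 1.53 after quantile normalization and 5.97 without CCsACnBCn replicate 2, and for ntcA 1.82, the paper's, against 6.69, with 1.68 after quantile normalization, 7.18 without CCsACnBCn replicate 1 and 6.26 without CCsACnBCn replicate 2, and none of the others did. In Table S3 slr2031 had -4.82, the paper's, against -1.09, with none of the alternatives within the spread and -4.39 after quantile normalization, and slr0352 had -8.47, the paper's, against -1.41, with -9.51 after quantile normalization and -8.60 after median scaling within it. Quantile normalization of the 4 libraries of CCsACnBCn and CCsNphT7BCn alone, chosen after seeing the values, gave 3.27 for groES, 2.02 for hemE, 1.91 for slr1205, 1.87 for ctaB, 1.63 for htpG and -4.86 for slr2031, and of the paper's genes that were matched it set 25 of 25 of Table 3 and 30 of 30 of Table S3 in the paper's direction, so it dropped 0 of them by direction. No test was run on these 4 libraries alone.

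Some statements on direction and ranking differed as well. The paper states that photosynthesis and electron transport genes were induced most in CCsNphT7BCn. Of the 29 listed genes that Fig. 4B colours as up-regulated there, all 29 rose relative to CCsACnBCn as deposited, with 4 called and 4 above the median of all genes, and after quantile normalization 4 rose and 25 were called lower, with the same tally after median scaling and with voom. The 12 matched genes that the paper's text names in this comparison were all called higher in CCsNphT7BCn, as deposited and after quantile normalization, and camera called NADH dehydrogenase above the other genes on both scales. After quantile normalization the median of photosystem I genes lay -0.76 from that of all genes. The paper gives TCA cycle genes as down-regulated, and their set was lower as deposited in both strains but was not called by camera, while fry, which tests against no change, called it after quantile normalization. Of the genes that the paper names as up-regulated in both strains, ctaB, petL and rbcL had log2 fold changes of -2.54, -0.94 and -1.74 in CCsACnBCn as deposited, and rose after quantile normalization, by 0.52, 2.07 and 0.80. As deposited limma called 2 of the 35 matched genes of Table 2 up-regulated and 21 down-regulated in CCsACnBCn, and 8 up-regulated in CCsNphT7BCn, and after quantile normalization all 35 in both. Of Table S3 it called 0 of 30 as deposited, and 0 at an unadjusted p under 0.05, since the 4 falls past that limit were ribosomal RNA copies, and 30 after quantile normalization.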

Other observations

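The tests on length correction, ribosomal RNA content, single libraries, slr2031, psbA3 and the levels of the paper's tables were chosen only after the result was seen, while those on matched lists, near-identical copies, short genes and shared controls were not.

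Photosystem I genes lay above the median of all genes in both strains relative to pTKP2031V, on every scale tried. Gene length does not account for the whole rise, since after quantile normalization and correction for length the smaller shift of the 2 comparisons was 1.90, and the median of the set reached the percentile 100.0 in the lower comparison among 10000 random lists of matched length, although in CCsNphT7BCn only by 1.85 against 1.84 for the highest list. A single library does not account for it, with a smallest shift of 1.83 when each was left out, nor do near-identical copies, with 2.02 over the genes listed only 1 time. Ribosomal RNA content stays open. The replicate 2 of CCsNphT7BCn, whose share is like that of pTKP2031V, showed a shift of 1.83, but it is 1 library, and no library of CCsACnBCn has a share like that of pTKP2031V. With an estimated correlation between genes camera did not call the set. Reads from genes on the opposite strand were not tested, and whether the strains or their growth differ in another way stays open.

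The same set and the phycobilisome genes lay below the median of all genes in CCsNphT7BCn relative to CCsACnBCn. Gene length does not account for it, with -0.84 for photosystem I and -0.74 for phycobilisome genes after correction. Ribosomal RNA content stays open. The replicate of CCsNphT7BCn whose share is nearer to that of CCsACnBCn had a photosystem I shift of -0.64 and a phycobilisome shift of -0.68. That is 1 library, and its share still differs from those of CCsACnBCn. The difference between the strains is open as well and was not tested by other means.

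Genes under 300 bp changed more toward a rise than longer genes in both strains relative to pTKP2031V, although the largest rises include longer genes and ribosomal RNA. Outside the photosynthesis sets, genes under 300 bp still exceeded longer genes by 0.44 in CCsACnBCn and 0.54 in CCsNphT7BCn after quantile normalization. This is consistent with a length trend that may come from library preparation, and part of the rise of very short genes such as psaM and petG could be due to it. The biological explanation, that short transcripts of many kinds rose, was not tested and stays open.

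At the integration site, slr2031 was lower in both strains than in pTKP2031V, with log2 fold changes of -1.71 in CCsACnBCn and -3.81 in CCsNphT7BCn after quantile normalization. The scale does not account for it, since the value closest to 0 over the 2 scalings was -1.10. A change shared by both sides of the site does not either, because after quantile normalization slr2030 rose, by 1.19 in the comparison where it rose less. As deposited slr2030 was at -0.87 in CCsACnBCn and 0.05 in CCsNphT7BCn, against -4.35 and -4.67 for slr2031. As pTKP2031V carries the vector without the genes for PHA, an effect of the insert on the adjacent gene may be involved, which was not tested. The paper does not discuss the fall, although Table S2 and Table S3 list slr2031.

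The gene psbA3 was lower in both strains after quantile normalization. Ribosomal RNA features at the top of the ranked libraries do not account for the whole fall, since with quantile normalization of protein-coding genes alone the value closer to 0 was -2.17. The fall depends on the scaling, as median scaling gave 0.17 in CCsACnBCn and -0.32 in CCsNphT7BCn. As one of the most abundant genes of the reference strain psbA3 lies where quantile normalization sets values from few genes. Reads shared with psbA2 were not tested and stay open.

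The levels printed in the paper's tables were compared with the deposited values. For matched genes of Table S1, Table 2 and Table S2 together, quantile normalization of the 6 libraries with every listed feature brought 97.9% of the levels within 5% of the printed ones, against 1.19%, 12.4% and 14.1% as deposited in the same order of tables. In Table 3 and Table S3 quantile normalization of the 4 libraries of CCsACnBCn and CCsNphT7BCn alone brought 100.0% within 5%, and that of the 6 libraries 0%. A candidate explanation is that the paper's levels were quantile-normalized within each comparison set. The paper's text names no such step.

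The changes of both strains against pTKP2031V went together, with a correlation of 0.893 across genes, which are not independent replicates, after quantile normalization. Replicate noise in the shared controls does not account for it, since unchanged strains simulated 1000 times against the same libraries reached 0.665 at most, with a mean of 0.499. An offset common to both libraries of pTKP2031V would also raise the correlation. Unchanged strains leave such an offset out, so it stays open. What the strains share besides the introduced genes was not tested. The gene phbC, taken as a native PHA synthase gene from its symbol, had log2 fold changes of 0.69 and 0.76 relative to pTKP2031V and 0.06 between the strains after quantile normalization.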
